# Decreasing *Wapl* dosage partially corrects embryonic growth and brain transcriptome phenotypes in *Nipbl^+/−^* embryos

**DOI:** 10.1126/sciadv.add4136

**Published:** 2022-11-30

**Authors:** Connor M. Kean, Christopher J. Tracy, Apratim Mitra, Beenish Rahat, Matthew T. Van Winkle, Claudia M. Gebert, Jacob A. Noeker, Anne L. Calof, Arthur D. Lander, Judith A. Kassis, Karl Pfeifer

## Abstract

Cohesin rings interact with DNA and modulate the expression of thousands of genes. NIPBL loads cohesin onto chromosomes, and WAPL takes it off. Haploinsufficiency for *NIPBL* causes a developmental disorder, Cornelia de Lange syndrome (CdLS), that is modeled by *Nipbl^+/−^* mice. Mutations in *WAPL* have not been shown to cause disease or gene expression changes in mammals. Here, we show dysregulation of >1000 genes in *Wapl*^Δ*/+*^ embryonic mouse brain. The patterns of dysregulation are highly similar in *Wapl* and *Nipbl* heterozygotes, suggesting that *Wapl* mutations may also cause human disease. Since WAPL and NIPBL have opposite effects on cohesin’s association with DNA, we asked whether decreasing *Wapl* dosage could correct phenotypes seen in *Nipbl^+/−^* mice. Gene expression and embryonic growth are partially corrected, but perinatal lethality is not. Our data are consistent with the view that cohesin dynamics play a key role in regulating gene expression.

## INTRODUCTION

The cohesin complex consists of the subunits SMC1, SMC3, RAD21, and Stromalin, which form a ring-like structure that encircles DNA (*1*). Cohesin’s interactions with DNA are dynamic (*2*–*4*). Cohesin is loaded onto chromosomes by the kollerin complex, which consists of Nipped-B–like (NIPBL) and MAU2 (*5*). Once loaded, cohesin can translocate along the chromosome (*4*, *6*, *7*) or be removed by the cohesin-releasing factors PDS5 and WAPL (*8*, *9*). Cohesin, stimulated by NIPBL, acts as an adenosine triphosphate (ATP)–dependent molecular motor extruding DNA and folding the genome into topologically associated domains (TADs) (*10*–*13*). Removing either PDS5 or WAPL stabilizes cohesin binding to chromatin and can alter TAD structure in different ways (*4*, *14*–*16*).

The cohesin complex is required for sister chromatid cohesion and ensures accurate chromosome segregation upon cell division (*17*, *18*). Thus, severe disruption of cohesin function results in aneuploidy and cell death. However, studies in *Drosophila*, zebrafish, mouse, and human reveal that reduced expression of cohesin subunits or of NIPBL alters gene expression and development without evident defects on sister chromatid cohesion and chromosome segregation (*19*–*23*). For example, Cornelia de Lange syndrome (CdLS) is caused by heterozygous loss-of-function mutations in *NIPBL* (*24*, *25*). CdLS patients display severe developmental defects that vary from patient to patient but always include neurodevelopmental delay and some degree of intellectual disability (*26*, *27*). Mutations in other proteins that alter cohesin function cause similar defects; the developmental syndromes caused by these mutations are collectively known as cohesinopathies [reviewed in (*1*, *28*, *29*)].

*Nipbl^+/−^* mice effectively phenocopy most key features of CdLS (*21*, *30*). Late-stage embryos are always smaller than wild-type littermates and display a range of developmental defects and organ abnormalities that occur with variable degrees of penetrance and severity (*23*). In an isogenic C57BL/6J background (as used in this study), *Nipbl* heterozygotes die perinatally. Even on an outbred background, survival is limited to about 20% of animals (*14*, *23*). As noted in CdLS patients, cell division in *Nipbl^+/−^* mice appears normal (*14*). Instead, mutant phenotypes are associated with changes in gene expression that are typically modest (<2-fold) but occur across hundreds of genes in every tissue tested (*14*).

Mutations in *NIPBL* account for most CdLS cases, and no cases of CdLS have yet been attributed to mutations in *WAPL* (*31*). However, compiled data from healthy individuals reveal a dearth of predicted loss-of-function mutations in *WAPL* coding sequences, suggesting that *WAPL* is haploinsufficient. In addition, a single de novo, heterozygous, missense mutation in *WAPL* was identified in a patient presenting with neurodevelopmental defects (*32*). Together, these findings suggest that *WAPL* heterozygosity, like *NIPBL* heterozygosity, might cause disease.

NIPBL loads cohesin on chromosomes, and WAPL removes it. Therefore, we wondered whether decreasing the dose of *Wapl* could correct phenotypes in *Nipbl^+/−^* mice. Previous studies in *Drosophila* had shown that decreasing the dosage of *Nipped-B* (the *Drosophila* homolog of *NIPBL*) could correct a developmental phenotype caused by a dominant-negative *Wapl* allele (*33*). Similarly, reducing *WAPL* function in human cell lines permitted the survival of cell lines lacking *NIPBL* and *MAU2* (*4*). Here, we generate and characterize novel mouse *Wapl* alleles. We examined the transcriptomes of *Wapl* heterozygotes and show that, like *Nipbl^+/−^* mice, the brains of *Wapl*^Δ*/+*^ mice show modest changes in expression levels across hundreds of genes. The genes that are dysregulated in *Wapl*^Δ*/+*^ overlap in large part with genes dysregulated in *Nipbl^+/−^* brain samples. Our results also show that gene expression changes in *Nipbl^+/−^* mice are typically corrected (at least partially) by decreasing *Wapl* dosage. Similarly, expression changes in *Wapl*^Δ*/+*^ mice are corrected by decreasing *Nipbl* dosage. These results are consistent with a model in which cohesin dynamics play an important role in regulating gene expression. Last, we show that decreasing *Wapl* dosage partially rescues *Nipbl*-dependent embryonic growth defects but does not rescue perinatal lethality in *Nipbl^+/−^* pups.

## RESULTS

### *Wapl* loss of function is preimplantation lethal

Wild-type and mutant alleles of *Wapl* are depicted in Fig. 1. Mice carrying a conditional *Wapl* allele (*Wapl^Flox^*) were generated as described in Materials and Methods. In brief, *loxP* sites were inserted upstream of the *Wapl* promoter and downstream of exon 2. Both homozygous and heterozygous mice carrying this allele are viable and fertile. To generate *Wapl*^∆^ mice, we crossed *Wapl^Flox/+^* males with females homozygous for the *E2a-Cre* transgene (JAX #003724) and then backcrossed progeny to C57BL/6J (JAX #000664). The *Wapl*^∆^ allele was expected to be a null allele based on the deletion of the *Wapl* promoter, the translation initiation site, and the peptide coding sequences in exon 2. *Wapl*^∆*/+*^ mice were recovered at normal Mendelian frequencies (table S1). However, as expected both from the essential role of WAPL in chromosome segregation and from previous analyses (*34*), *Wapl*^∆/∆^ animals were not recovered at weaning (table S2) or even at the blastocyst stage (table S3). This shows that *Wapl* function is required for early development in mice.

**Fig. 1.**
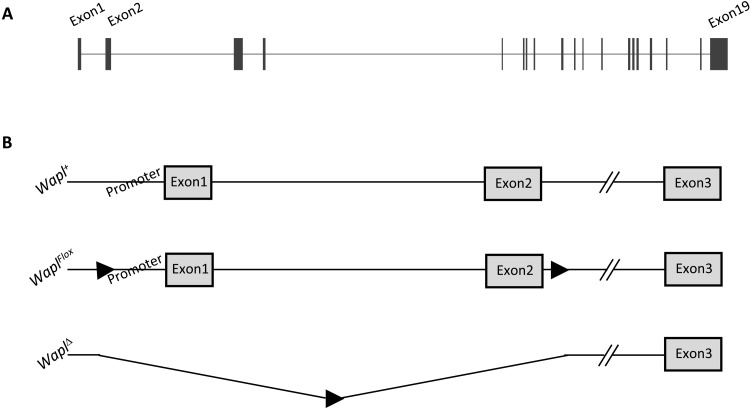
Cartoon depiction of wild-type and mutant Wapl alleles. (**A**) The *Wapl* gene is encoded on 74,056 bp on mouse chromosome 15. Here, we depict the 19 exons of the predominant isoform. For all known isoforms, translation initiates in exon 2. (**B**) Wild-type and mutant alleles used in this study. *Wapl^Flox^* carries *loxP* insertions at −517 and +3641 bp (all numbers are relative to the major transcriptional start site). Thus, cre-mediated recombination results in deletion of the *Wapl* promoter and exons 1 and 2 to form the *Wapl*^Δ^ allele. *LoxP* site, filled arrowhead.

### Decreasing *Wapl* dosage prevents normal mouse development

Although *Wapl*^Δ*/+*^ and *Wapl^Flox/Flox^* mice are each viable and fertile, we could not generate *Wapl*^Δ*/Flox*^ weanlings. This was tested using two different mating schemes. When *Wapl*^Δ*/+*^ and *Wapl^Flox/+^* mice were intercrossed, no *Wapl*^Δ*/Flox*^ weanlings were identified in 30 progeny (table S4). Similarly, when *Wapl*^Δ*/+*^ and *Wapl^Flox/Flox^* mice were intercrossed, no *Wapl*^Δ*/Flox*^ weanlings were identified in 20 progeny (Table 1). However, *Wapl*^Δ*/Flox*^ pups are present in expected Mendelian frequencies at embryonic day 17.5 (E17.5; Table 1). This *Wapl*^Δ*/Flox*^ phenotype is reminiscent of the effect of reducing *Nipbl* gene dosage: *Nipbl^+/−^* heterozygotes are present as late-stage embryos but die before weaning. Together, these data show that the *Wapl^Flox^* allele is not completely wild type and that decreasing *Wapl* gene dosage is detrimental to mouse development.

**Table 1.** *Wapl*^Δ*/Flox*^ weanlings are not viable. χ^2^ = 20.000 with 1 df; *P* < 0.001. But *Wapl*^Δ*/Flox*^ E17.5 embryos are found at the expected Mendelian frequency. χ^2^ = 0.077 with 1 df; *P* = 0.7815.

**Cross: *Wapl*^Δ*/+*^ x *Wapl*^*Flox/Flox*^**					
**Collect animals at postnatal day 21**			**Collect animals at embryonic day 17.5**		
Genotype	*Wapl* ^Δ*/Flox*^	*Wapl^+/Flox^*	Genotype	*Wapl* ^Δ*/Flox*^	*Wapl^+/Flox^*
Observed	0	20	Observed	7	6
Expected	10	10	Expected	6.5	6.5

### Genetic interactions between *Wapl* and *Nipbl* can be queried by generating double heterozgyotes

In *Drosophila*, a developmental defect caused by a *Wapl* dominant-negative allele could be corrected by decreasing *Nipbl* gene dosage (*33*). This led us to hypothesize that decreasing *Wapl* levels in mice might correct developmental defects present in *Nipbl* mutants. To test this, we performed two independent crosses as described in Fig. 2 (A and B). In cross 1, we generated *Nipbl^+/−^* animals in both *Wapl^+/+^* and *Wapl*^Δ*/+*^ backgrounds (Fig. 2A). In cross 2, we generated *Nipbl^+/−^* mice in *Wapl^+/+^*, *Wapl^Flox/+^*, *Wapl*^Δ*/+*^, and *Wapl*^Δ*/Flox*^ backgrounds (Fig. 2B). We assayed survival to weaning, embryonic growth, and brain transcriptomes to test whether decreased *Wapl* gene function would ameliorate *Nipbl^+/−^* phenotypes.

**Fig. 2.**
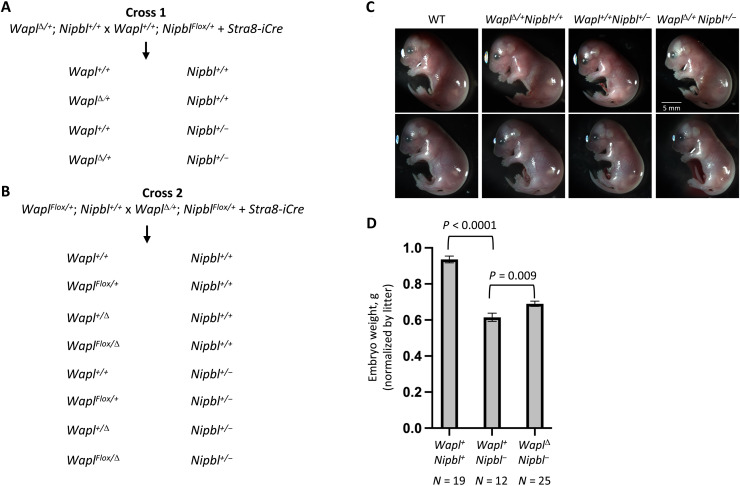
Generating E17.5 *Wapl^Δ/+^*; *Nipbl*^*+/−*^ double heterozygotes along with wild-type littermates and littermates that are heterozygous for loss-of-function mutations in either *Wapl* or *Nipbl*. (**A** and **B**) Crosses used to generate animals for this study. *Nipbl^+/−^* mice die before weaning. Therefore, *Nipbl* mutants are maintained as *Nipbl^Flox/+^* animals. The *Stra8-icre* transgene expresses Cre recombinase in premeiotic male germ cells. Thus, *Nipbl^Flox/+^ Tg(Stra8-icre)* sires generate either *Nipbl^−^* or *Nipbl^+^* sperm. Because the *Stra8-icre* transgene is expressed only in premeiotic germ cells and not in any other tissues, the maternally inherited *Wapl^Flox^* allele in cross 2 is not recombined in the progeny animals. (**C**) Images of cross 1 (top row) and cross 2 (bottom row). (**D**) *Nipbl* mutants show a growth deficiency that is partially compensated by reducing *Wapl* gene dosage. To account for the significant litter-to-litter variations in embryo size, we used a linear regression model that considered both genotype and litter as independent variables. In the analyses depicted here, *Wapl*^Δ*/+*^ and *Wapl*^*Flox/*Δ^ animals were pooled, and we see 24% rescue of the growth defect (*N* = 56; *P* = 0.009). When we excluded animals carrying a *Wapl^Flox^* allele, we see a 19% rescue (*N* = 41, *P* = 0.03).

### Reduced *Wapl* function does not rescue *Nipbl^+/−^* postnatal lethality

We analyzed 79 progeny from cross 1, genotyping weanlings at postnatal day 21 (Table 2). *Wapl* inheritance followed normal Mendelian patterns: 38 mice were *Wapl*^Δ*/+*^, and 41 mice were *Wapl^+/+^* (χ^2^ = 0.114, 1 df; *P* = 0.74). However, no *Nipbl^+/−^* animals were identified. We next analyzed 58 progeny from cross 2 (Table 3). Again, *Wapl* inheritance followed the expected patterns, but no *Nipbl^+/−^* animals were identified. Thus, neither the *Wapl*^Δ*/+*^ nor the *Wapl*^Δ*/Flox*^ backgrounds facilitated the survival of *Nipbl^+/−^* pups. Similarly, a *Nipbl^+/−^* background did not permit the survival of *Wapl*^Δ*/Flox*^ pups.

**Table 2.** Decreasing *Wapl* dosage does not rescue lethality in *Nipbl^+/−^* mice. Genotypes of 79 weanlings were determined. Expected^1^, numbers of progeny expected assuming that all genotypes survive; χ^2^ = 79.228 with 3 df; *P* < 0.0001. Expected^2^, numbers of progeny expected assuming that *Wapl* haploinsufficiency fully rescues lethality in *Nipbl^+/−^* mice; χ^2^ = 39.671 with 2 df, *P* < 0.0001. Expected^3^, numbers of progeny assuming that *Wapl* haploinsufficiency cannot rescue lethality in *Nipbl^+/−^* mice; χ^2^ = 0.114 with 1 df, *P* = 0.7357.

**Cross: *Wapl*^Δ*/+*^; *Nipbl*^+/+^ x *Wapl*^+/+^; *Nipbl*^*Flox/+*^ *Tg(Stra8-icre)***				
**Genotype**	***Wapl* ^Δ*/+*^ *Nipbl* ^*+/+*^**	***Wapl* ^*+/+*^ *Nipbl* ^*+/+*^**	***Wapl* ^Δ*/+*^ *Nipbl* ^*+/−*^**	***Wapl* ^*+/+*^ *Nipbl* ^*+/−*^**
Observed	38	41	0	0
Expected^1^	19.75	19.75	19.75	19.75
Expected^2^	26.33	26.33	26.33	0
Expected^3^	39.5	39.5	0	0

**Table 3.** Decreasing *Wapl* gene dosage does not rescue lethality in *Nipbl^+/−^* mice, and decreasing *Nipbl* gene dosage does not rescue lethality in *Wapl*^Δ*/Flox*^ mice. Genotypes of 58 weanlings were determined. Expected^1^, numbers of progeny expected assuming that all genotypes survive; χ^2^ = 79.228 with 3 df, *P* < 0.0001. Expected^2^, numbers of progeny expected assuming that *Wapl* haploinsufficiency fully rescues lethality in *Nipbl^+/−^* mice; χ^2^ = 39.671 with 2 df, *P* < 0.0001. Expected^3^, numbers of progeny assuming that *Wapl* haploinsufficiency cannot rescue lethality in *Nipbl^+/−^* mice; χ^2^ = 0.114 with 1 df, *P* = 0.7357.

**Cross: *Wapl*^*Flox/+*^; *Nipbl*^*+/+*^ x *Wapl*^Δ*/+*^; *Nipbl*^*Flox/+*^ *Tg(Stra8-icre)***								
**Genotypes**	***Wapl* ^*Flox/*Δ^ *Nipbl* ^*+/+*^**	***Wapl* ^*+/*Δ^ *Nipbl* ^*+/+*^**	***Wapl* ^*Flox/+*^ *Nipbl* ^*+/+*^**	***Wapl* ^*Flox/+*^ *Nipbl* ^*+/+*^**	***Wapl* ^*Flox/*Δ^ *Nipbl* ^*+/−*^**	***Wapl* ^*+/*Δ^ *Nipbl* ^*+/−*^**	***Wapl* ^*+/*Δ^ *Nipbl* ^*+/−*^**	***Wapl* ^*+/*Δ^ *Nipbl* ^*+/−*^**
Observed	0	19	20	19	0	0	0	0
Expected^1^	7.25	7.25	7.25	7.25	7.25	7.25	7.25	7.25
Expected^2^	0	11.6	11.6	11.6	11.6	11.6	0	0
Expected^3^	0	19.33	19.33	19.33	0	0	0	0

### Reduced *Wapl* function partially rescues *Nipbl^+/−^* embryonic growth deficiency

Previous analyses showed that *Nipbl^+/−^* embryos display a variety of developmental defects whose penetrance varies greatly from animal to animal (*21*, *30*). One phenotype that is consistently observed in *Nipbl^+/−^* embryos is significantly reduced growth. Reduced growth is also a characteristic of CdLS patients and of *Drosophila* heterozygous for loss of *Nipbl* (*35*). Therefore, we tested the effect of *Wapl* deficiency on embryo weight in both *Nipbl^+/+^* and *Nipbl^+/−^* backgrounds.

We identified mice in proestrus or estrus and set up matings at 14:00. Mating pairs were separated by 07:30 the next day, and embryos were collected between 11:00 and 13:00 on E17.5. With cross 1, we generated six litters and 34 embryos. With cross 2, we generated nine litters and 62 embryos. See Fig. 2C for images of representative embryos. Development of wild-type and mutant mice was indistinguishable on the basis of Theiler staging. Wild-type and mutant embryo weights from these two crosses were collected, and data from the two crosses were pooled for evaluation (table S5).

To account for the significant litter-to-litter variations in embryo size (*36*), we analyzed the data by linear regression using a two-factor model that considered both genotype and litter as independent variables. As previously reported, *Nipbl* deficiency leads to reduced embryo size (*Nipbl^+/+^* = 0.936 g, *Nipbl^+/−^* = 0.615 g or 34% decrease; *P* = 2.95 × 10^−13^; Fig. 2D). In contrast, *Wapl* deficiency has a modest effect (4.5% decrease) that is not statistically significant (*P* = 0.14).

Our primary interest was in the effect of *Wapl* deficiency in a *Nipbl^+/−^* background. When controlling for the effects of litter, double heterozygotes (*Wapl*^Δ*/+*^ *Nipbl^+/−^* or *Wapl*^Δ*/Flox*^ *Nipbl^+/−^*) are significantly larger than *Nipbl^+/−^* embryos (*Nipbl^+/−^ Wapl*^Δ*/+*^ = 0.690 g, *Nipbl^+/−^ Wapl^+/+^* = 0.615 g or 12% increase; *P* = 0.00932; Fig. 2D). This means that 24% of the *Nipbl^+/−^* growth phenotype was rescued by reducing *Wapl* gene dosage.

### *Wapl* RNA levels are insensitive to *Nipbl* heterozygosity, and *Nipbl* RNA levels are insensitive to *Wapl* heterozygosity

We isolated total RNA from E17.5 embryonic brains and quantitated *Wapl* and *Nipbl* expression by quantitative reverse transcription polymerase chain reaction (qRT-PCR). Brains from mice heterozygous for the *Nipbl^−^* allele show 50% loss of *Nipbl* RNA (*P* < 0.001; Fig. 3A). Similarly, brains from mice heterozygous for the *Wapl*^Δ^ allele show 50% reduction in *Wapl* RNA (*P* < 0.001; Fig. 3B).

**Fig. 3.**
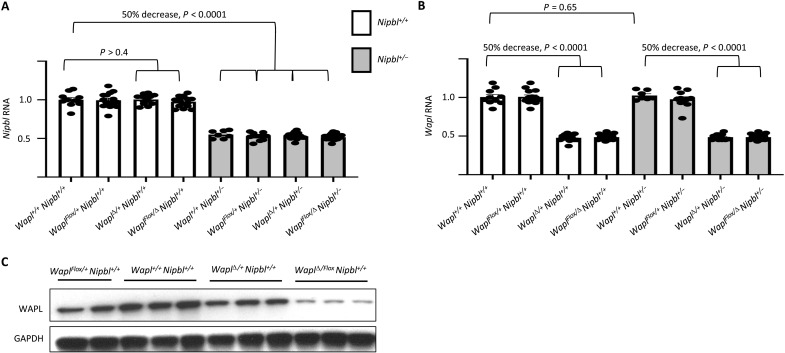
*Wapl* and *Nipbl* transcription and protein expression. (**A** and **B**) RNA analyses. RNAs were isolated from E17.5 brains, analyzed by qRT-PCR, normalized to *GAPDH*, and then normalized to levels in wild-type (*Wapl^+/+^*; *Nipbl^+/+^*) animals. (A) *Nipbl* RNA levels are reduced twofold in *Nipbl^+/−^* heterozygotes but are not affected by mutations in *Wapl*. (B) *Wapl* RNA levels are reduced twofold in *Wapl*^Δ*/+*^ heterozygotes but are not altered by mutations in *Nipbl*. (**C**) WAPL protein analyses. Protein extracts were isolated from E17.5 brains and analyzed by Western blotting. Images were quantitated using NIH ImageJ software and normalized to GAPDH and then to levels seen in wild-type samples. *Wapl^Flox/+^* = 68 ± 18%; *Wapl*^Δ*/+*^ = 64 ± 6% protein levels (*N* = 3, *P* = 0002); *Wapl*^Δ*/Flox*^ = 9 ± 4% (*N* = 3, *P* < 0.001).

Several previous studies suggested that *Nipbl* RNA synthesis might be autoregulated since null alleles resulted in *Nipbl* RNA levels that were up to 65% of that seen in wild-type tissues (*21*, *30*, *35*, *37*). However, in this study, *Nipbl* levels in mutant brains are almost exactly 50% of those in wild-type samples. To address this discrepancy more fully, we analyzed RNAs isolated from E17.5 livers. In *Nipbl^+/−^* samples, *Nipbl* RNA was reduced to 48.9% of wild-type levels (*N* = 4, *P* = 0.005), but *Wapl* RNA levels were unaffected (93.5% expression relative to wild type, *P* = 0.26). In *Wapl*^Δ*/+*^ samples, *Wapl* RNA was reduced to 47.5% of wild-type levels (*N* = 4, *P* < 0.001), while *Nipbl* expression was at 90.1% relative to wild type (*P* = 0.35). Thus, in these two developmental stages and in this strain background, we did not see evidence for *Nipbl* (or for *Wapl*) autoregulation at the level of RNA synthesis.

As described above, *Wapl*^Δ*/Flox*^ pups do not survive to weaning, indicating that the *Wapl^Flox^* allele is a *Wapl* hypomorph. However, in Fig. 3A, we saw that the *Wapl^Flox^* allele does not alter *Wapl* RNA levels. We therefore analyzed protein extracts isolated from mutant embryos and saw that WAPL protein levels are significantly reduced by the *Wapl^Flox^* mutation (Fig. 3C). We do not have a good explanation for why the *loxP* insertions affect protein synthesis. However, these Western blot analyses confirm both that *Wapl^Flox^* is a true hypomorph and that it cannot be used as a pseudo–wild-type allele for conditional depletion studies.

For this study, the data in Fig. 3 (A and B) confirm that *Nipbl* levels are not altered by *Wapl* mutations and that *Wapl* RNA levels are not altered by *Nipbl* mutations. This information was essential for designing and interpreting the transcriptome analyses described below.

### Decreased *Wapl* and *Nipbl* each generate broad transcriptome changes in embryonic brains

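Poly(A) RNA from the whole brain of each embryo gave one library of paired-end reads. The deposited table holds 21 libraries, from 5 *WT*, 7 *Wapl*Δ*/+, 3 *Nipbl+/-* and 6 double-heterozygote embryos. The authors trimmed the reads with cutAdapt, mapped them to the mouse genome GRCm38 with STAR and counted them on genes with featureCounts, and they deposited raw counts without normalization. The table lists 55335 genes, of which 14366 had 0 counts in all libraries. Total counts on genes ranged from 30605697 to 35818767 in *WT* embryos (median 31988814), from 30059079 to 32426068 in *Nipbl+/-* embryos (median 31588855), from 25682566 to 34650792 in *Wapl*Δ*/+ embryos (median 31830396) and from 28686272 to 33128901 in double heterozygotes (median 31187670). Counts were normalized by edgeR's TMM method, and the 30552 genes with at least 10 normalized counts summed over the 21 libraries were tested. Each comparison was fitted on the libraries of its own groups with edgeR's quasi-likelihood test. A gene was called a DEG when its Benjamini-Hochberg adjusted *P* value fell below 0.10, the threshold the paper used. Replicates are numbered within each group in the order of the sample labels, and fold changes are given on the log2 scale with the mutant above the fraction line.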

RNA sequencing (RNA-seq) data were generated from whole-brain tissue derived from female E17.5 embryos. Twenty-two samples were sequenced: five *Wapl^+/+^ Nipbl^+/+^* (referred to as *WT*), seven *Wapl*^∆*/+*^, four *Nipbl^+/−^*, and six *Wapl*^∆/+^ *Nipbl^+/−^* double heterozygotes. After quality control assessment, 1 *Nipbl^+/−^* sample was removed from further analysis because of poor read generation, while the remaining 21 samples were assessed to be of good quality (fig. S1).

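The excluded *Nipbl+/-* library was not analysed here. The embryos were female, and *Xist* had between 19982 and 31265 counts per library. The 10 most abundant genes took between 3.65% and 4.78% of the counts of a library. *Nipbl* lies on chromosome 15 of GRCm38 from 8289824 to 8465315, and its normalized count was 1176 ± 97.9 (SD, n = 3) in *Nipbl+/-* brains and 2166 ± 155 (SD, n = 5) in *WT* brains, a log2 fold change of -0.89 (standard error 0.0589, adjusted *P* = 1.95e-07 from edgeR's quasi-likelihood test). *Wapl* lies on chromosome 14 from 34672379 to 34747983, and its normalized count was 697 ± 67.4 (SD, n = 7) in *Wapl*Δ*/+ brains and 1492 ± 77.0 (SD, n = 5) in *WT* brains, a log2 fold change of -1.09 (standard error 0.0556, adjusted *P* = 4.08e-10 from the same edgeR test). These values correspond to 54.3% ± 4.52 (SD) of the *WT* level for *Nipbl* in *Nipbl+/-* brains and to 46.7% ± 4.51 (SD) for *Wapl* in *Wapl*Δ*/+ brains, and in each case every mutant library lay below every *WT* library. *Nipbl* stood at 97.9% ± 4.58 (SD, n = 7) of *WT* in *Wapl*Δ*/+ brains, a log2 fold change of -0.03 (adjusted *P* = 0.809 from edgeR's quasi-likelihood test) that changed sign, to 0.01, when *WT* replicate 1 was left out. *Wapl* stood at 93.3% ± 5.03 (SD, n = 3) of *WT* in *Nipbl+/-* brains (log2 fold change -0.11, edgeR unadjusted *P* = 0.0402, adjusted *P* = 0.219). This fold change stayed between -0.13 and -0.07 when single libraries were left out, so a small decrease of *Wapl* is not excluded. The libraries fall into a pair of sets by the mitochondrial gene *mt-Nd3*, which had between 52 and 106 counts in 9 libraries and between 0 and 6 counts in the other 12. *WT* replicates 4 and 5, *Wapl*Δ*/+ replicates 3 to 7 and double-heterozygote replicates 5 and 6 belong to the set with high counts, and all 3 *Nipbl+/-* libraries belong to the set with low counts. Among *Wapl*Δ*/+ and double-heterozygote libraries, the sets follow the order in which the sample labels write the *Wapl* alleles in 13 of 13 libraries.

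**Figure D1:**
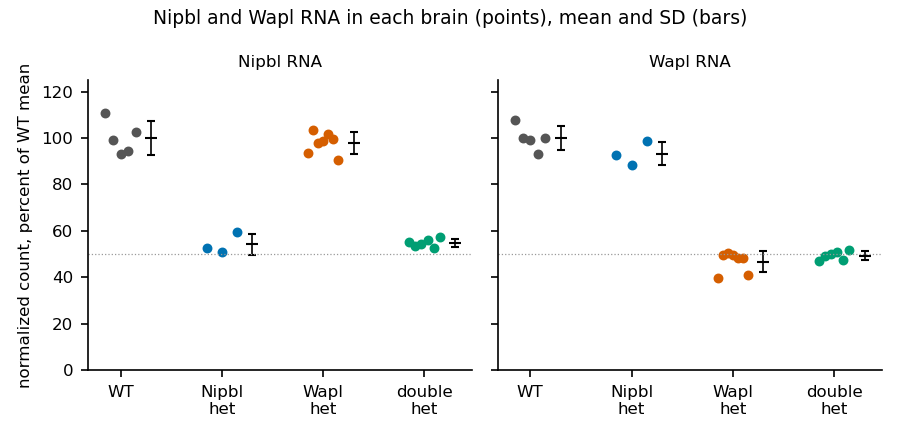
Normalized counts of *Nipbl* (left) and *Wapl* (right) in each brain, in percent of the *WT* mean on a linear axis, with points for embryos and bars for the mean and SD of a group; the dotted line marks 50% of *WT*. Brains heterozygous for a gene lie apart from those with both copies of it.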

Principal components analysis (PCA) illustrates the segregation of replicates by genotype for *WT*, *Wapl*^Δ*/+*^, and *Nipbl^+/−^* samples (Fig. 4A and fig. S2). However, double-heterozygote replicates do not cluster. 

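The first principal component of the variance-stabilized counts held 30.6% of the variance and the second 17.9%. Genotype accounted for 48.7% of the variance along the first component (permutation test over 100000 resamples, two-sided *P* = 0.0102, adjusted *P* = 0.0273) and for 59.7% along the second (*P* = 0.00069, adjusted *P* = 0.00552 in the same permutation test). The *P* values were adjusted over 8 tests, which also covered components 3 and 4 and the sets of high and low *mt-Nd3* libraries. The *mt-Nd3* sets accounted for 1.42% of the variance along the first component (permutation *P* = 0.603) and for 37.4% along the second (permutation *P* = 0.00315, adjusted 0.0126). Along the first component, *WT* brains lay between -6.69 and -3.39, *Nipbl+/-* brains between 0.28 and 8.81, and *Wapl*Δ*/+ brains between -2.63 and 6.59, so the *Nipbl+/-* and *Wapl*Δ*/+ ranges overlapped on this component. On the second component, *Nipbl+/-* brains reached from -9.02 to -0.72 and *Wapl*Δ*/+ brains from 0.58 to 6.14. The low end rests on *Nipbl+/-* replicate 3, whose 10 most abundant genes took 4.78% of its counts. Replicates 1 and 2, at -2.09 and -0.72, lay within the *WT* range of -2.47 to 1.57. The largest loadings on this component were those of *AY036118*, *CT010467.1* and *Gm42418*. Every *Nipbl+/-* library is in the low *mt-Nd3* set, so genotype and set are not separated for these brains.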

Heatmaps of sample-to-sample distances, an independent measure of variance, confirm the variation among the biological replicates of double heterozygotes (fig. S3). 

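Double heterozygotes ranged from -4.58 to 6.80 along the first principal component. Replicates 5 and 3, at -4.58 and -4.17, were the only ones within the *WT* range on that component, and the replicate next to them was replicate 2 at 0.77. Replicate 6 lay farthest from *WT*, at 6.80, close to *Wapl*Δ*/+ replicate 1 at 6.59.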

Note that two double-heterozygote replicates colocalize with the *WT* samples.

**Fig. 4.**
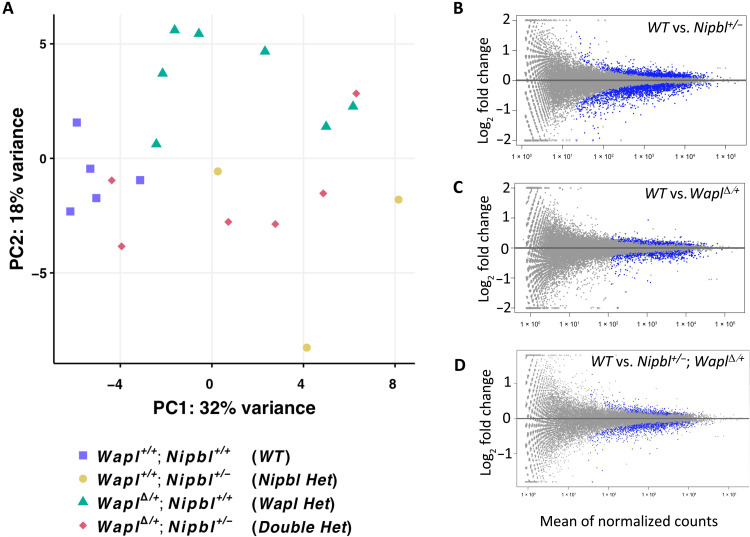
Transcriptome analyses. (**A**) PCA was performed as described in Materials and Methods. Wild-type replicates (purple squares) are tightly clustered. *Nipbl^+/−^* (yellow circles) and *Wapl*^Δ*/+*^ (green triangles) replicates show greater sample-to-sample variation but still cluster into distinct groups. In contrast, double-heterozygote replicates (red diamonds) show high variability and individual samples cluster with both wild-type and individual heterozygotes. Pairwise PCAs comparing wild-type replicates to replicates of each mutant genotype are depicted in fig. S2. A heatmap of sample-to-sample distance is shown in fig. S3. (**B** to **D**) DEGs. MA plots for *wild type* versus *Nipbl^+/−^* (B), *wild type* versus *Wapl*^Δ*/+*^ (C), and *wild type* versus *Nipbl^+/−^*; *Wapl*^Δ*/+*^ samples (D). Blue dots denote genes that are differentially expressed. In (B) to (D), DEGs are normally distributed regarding their expression levels in wild-type samples. Also, for (B) to (D), the change in expression in mutant samples is typically modest: >98% of DEGs show fold changes of less than 2. Volcano plots for these data are presented in fig. S3.

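The mean distance between libraries of a group, computed on variance-stabilized counts over all tested genes, was 18.3 for the 5 *WT* libraries. It was 22.1 for the 3 *Nipbl+/-* libraries, a ratio of 1.21 to *WT* (exact permutation test over 56 assignments, two-sided *P* = 0.0179, the smallest this design allows). The 7 *Wapl*Δ*/+ libraries gave a distance of 21.3 and a ratio of 1.17 (exact permutation *P* = 0.0366 over 792 assignments), and the 6 double-heterozygote libraries 22.4 and 1.23 (exact permutation *P* = 0.0260 over 462 assignments). Adjusted over the 3 tests, each *P* value came to 0.0366. Of the alternatives, the 2000 most variable genes moved the *Nipbl+/-* ratio most, to 1.41 (exact permutation *P* = 0.0179), and genes with a mean of at least 100 normalized counts moved the *Wapl*Δ*/+ and double-heterozygote ratios most, to 1.32 and 1.42 (exact permutation *P* = 0.0278 and 0.0303). For *Wapl*Δ*/+ libraries the difference was no longer past 0.05 over the 2000 most variable genes (ratio 1.26, exact permutation *P* = 0.0530) or on log2 CPM with a prior count of 2 (ratio 1.05, exact permutation *P* = 0.140).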

While *Nipbl^+/−^* and *Wapl*^Δ*/+*^ replicates cleanly cluster away from *WT* samples, their replicates are more dispersed, indicating greater intragroup variability. This increased intragroup variability is of note in the context of the phenotypic variability observed in *Nipbl^+/−^* mice, where the penetrance of several abnormal neurological phenotypes is less than 50% (*21*).

Differential expression analysis was performed by DESeq2 using a false discovery rate (FDR)–adjusted *P* value significance threshold of 0.10 (*38*). 

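Between *Nipbl+/-* and *WT* brains, 3422 of the 30552 genes tested were called, 1297 of them higher and 2125 lower. At an unadjusted *P* below 0.05 there were 6117 genes, where 1527.6 would be expected with no difference. Fitting all 4 groups together, the alternative that moved this count most, called 1658 genes, and the other alternatives gave between 1790 and 3904. Leaving out *Nipbl+/-* replicate 1 gave 1742 calls, and leaving out any other library gave at most 4792. The 3 genes with the largest increases, among called genes with a mean of at least 1 CPM and every *Nipbl+/-* brain on one side of every *WT* brain, were *Dbx1*, *mt-Tl2* and *Gm35394*. *Dbx1*, on chromosome 7 from 49631499 to 49636835, rose from 37.4 ± 5.79 (SD, n = 5) to 99.4 ± 47.0 (SD, n = 3) normalized counts, a log2 fold change of 1.40 (standard error 0.229, edgeR adjusted *P* = 0.00101). *mt-Tl2* rose by 1.21 on the log2 scale (edgeR adjusted *P* = 0.00243) and *Gm35394* by 0.81 (edgeR adjusted *P* = 0.0198), the latter losing its call when *Nipbl+/-* replicate 3 was left out (log2 fold change 0.62). The largest decreases by the same rule were those of *Cd163*, *Dmrt2* and *Gpr37l1*. *Cd163*, on chromosome 6 from 124304636 to 124330529, fell from 110.0 ± 10.5 (SD, n = 5) to 28.7 ± 5.56 (SD, n = 3) normalized counts, a log2 fold change of -1.93 (standard error 0.158, edgeR adjusted *P* = 2.49e-06). *Dmrt2* changed by -1.75 (edgeR adjusted *P* = 0.000163) and *Gpr37l1* by -1.61 (edgeR adjusted *P* = 0.000739). All 3 *Nipbl+/-* brains showed each of these directions, as the rule requires.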

Comparing *WT* to *Nipbl^+/−^* transcriptomes, 1535 genes were significantly up-regulated, and 1971 genes were down-regulated for a total of 3506 differentially expressed genes (DEGs) (Fig. 4B and table S6). Of these DEGs, 3460 (98.7%) were dysregulated by less than twofold. 

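Among the 3422 DEGs of *Nipbl+/-* brains, 3247 (94.9%) changed by less than 2-fold, and the median absolute log2 fold change was 0.24; under DESeq2 the share was 98.7%.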

Comparing *WT* to *Wapl*^Δ*/+*^ transcriptomes, a similar pattern of dysregulation was observed; 697 genes were significantly up-regulated, and 730 genes were significantly down-regulated for a total of 1427 DEGs (Fig. 4C and table S7). 

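Between *Wapl*Δ*/+ and *WT* brains, 677 genes were called, 235 of them higher and 442 lower, and 4780 genes had an unadjusted *P* below 0.05. The number of calls depended strongly on the choice of test and on single libraries. DESeq2 called 1446 genes, 719 higher and 727 lower, whereas fitting all 4 groups together with edgeR called 7. Leaving out *WT* replicate 1, 2, 4 or 5 gave 13, 7, 248 and 78 calls, respectively. Without *Wapl*Δ*/+ replicate 1, 4 or 5 there were 436, 183 and 239 calls, and without *Wapl*Δ*/+ replicate 2 there were 1534. Within the low *mt-Nd3* libraries, 2 *Wapl*Δ*/+ brains against 3 *WT* brains gave 47 calls, and within the high *mt-Nd3* libraries, 5 against 2 gave 278. Those fits kept the 30552 genes; with genes chosen again on the low libraries, which left 28381, the low set gave 17 calls, 3 of them among the 677. Of the genes called over all libraries, 99.9% kept their direction in the low set and 99.7% in the high set, although both sets contributed to those calls. Across genes, which are not independent replicates, the log2 fold changes of the 2 sets correlated with a Pearson's *r* of 0.407. By the rule given for *Nipbl+/-* brains, the largest increases were those of *Gjb2*, *1700058P15Rik* and *Prnd*, and the largest decreases those of *Gm12786*, *Lcor* and *Wapl* itself. Each direction held in 7 of 7 brains, as the rule requires. *Gjb2*, on chromosome 14 from 57098602 to 57104702, rose from 226 ± 22.3 (SD, n = 5) to 313 ± 27.2 (SD, n = 7) normalized counts, a log2 fold change of 0.48 (standard error 0.0748, edgeR adjusted *P* = 0.0118). *1700058P15Rik* rose by 0.39 on the log2 scale (edgeR adjusted *P* = 0.0719) and *Prnd* by 0.37 (edgeR adjusted *P* = 0.0456). *Lcor*, on chromosome 19 from 41482682 to 41596161, fell from 156 ± 35.5 (SD, n = 5) to 72.4 ± 22.5 (SD, n = 7) normalized counts, a log2 fold change of -1.11 (standard error 0.170, edgeR adjusted *P* = 0.0117). *Gm12786* changed by -1.17 (edgeR adjusted *P* = 0.0863). *1700058P15Rik* lost its call in 7 of the 12 fits that left out 1 library (0.37 without *WT* replicate 4), *Prnd* in 3 (0.33 without *WT* replicate 1) and *Gm12786* in 10 (-1.02 without *Wapl*Δ*/+ replicate 5).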

Of the 1427 DEGs, 1421 (99.6%) were dysregulated by less than twofold. Together, the transcriptomic dysregulation observed in both *Nipbl^+/−^* and *Wapl*^∆*/+*^ brains is consistent with the broad, low-effect transcriptomic dysregulation reported when studying mutations in cohesin-related genes (*20*, *39*, *40*).

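Of the 677 DEGs of *Wapl*Δ*/+ brains, 606 (89.5%) changed by less than 2-fold, with a median absolute log2 fold change of 0.25. Under DESeq2 the share was 99.7%. For both heterozygotes, the paper proposes a likeness to the broad changes of small size known from other mutations in cohesin-related genes.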

If the transcriptional dysregulation observed in mutant heterozygotes stems from a disruption to cohesin function, one might expect a large set of shared DEGs that define loci where transcription is sensitive to cohesin structures. A total of 851 genes are dysregulated in both *Wapl*^∆/*+*^ and *Nipbl^+/−^* mutants (*P* < 0.0001, chi square of proportions; Fig. 5A). 

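Both comparisons tested the same 30552 genes. Of the called genes, 403 were shared, against 75.8 expected if the lists were independent (Fisher's exact test, *P* = 4.28e-209, odds ratio 13.1), which left 3019 genes called only in *Nipbl+/-* brains and 274 called only in *Wapl*Δ*/+ brains. Both comparisons used the same 5 *WT* libraries. In 10 simulations of unchanged groups against shared *WT* libraries, lists of the same sizes made of the genes with the smallest *P* values shared between 233 and 261 genes, so Fisher's expectation is too low. The number of shared DEGs followed the *Wapl*Δ*/+ calls, with 868 under DESeq2 and 4 with all 4 groups fitted together. Leaving out *WT* replicate 1, 2, 4 or 5 left 8, 4, 161 and 51 shared DEGs, leaving out *Nipbl+/-* replicate 1 left 220, leaving out *Wapl*Δ*/+ replicate 1, 4 or 5 left 254, 119 and 158, and leaving out *Wapl*Δ*/+ replicate 2 gave 756.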

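Of the 403 shared DEGs, 143 were higher in both *Nipbl+/-* and *Wapl*Δ*/+ brains, 258 were lower in both, and 2 changed in opposite directions. The share in one direction was 99.5% (95% Wilson interval 98.2% to 99.9%, which treats genes as independent), and 98.9% of the shared genes in the simulations of unchanged groups also went in one direction. It stayed between 97.8% and 100.0% under all alternatives. A regression of the *Wapl*Δ*/+ on the *Nipbl+/-* log2 ratios gave a slope of 0.96 and an *R*2 of 0.825 over 401 shared DEGs with counts in all groups. The slope was between 0.27 and 1.44 for single *Wapl*Δ*/+ libraries (SD 0.393, n = 7), and it rose to 1.52 without *WT* replicate 2. Over 14542 genes with a mean of at least 100 normalized counts, the correlation of the log2 ratios was 0.644 with the same *WT* libraries in both ratios, 0.387 on average (0.286 to 0.509 over 20 splits) with different *WT* libraries in each, and 0.47 in the simulations. Genes are not independent replicates in these correlations.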

Consistent with previous analyses in *Drosophila* (*41*), dysregulation in *Nipbl* and *Wapl* mutants is almost always in the same direction (Fig. 5B).

**Fig. 5.**
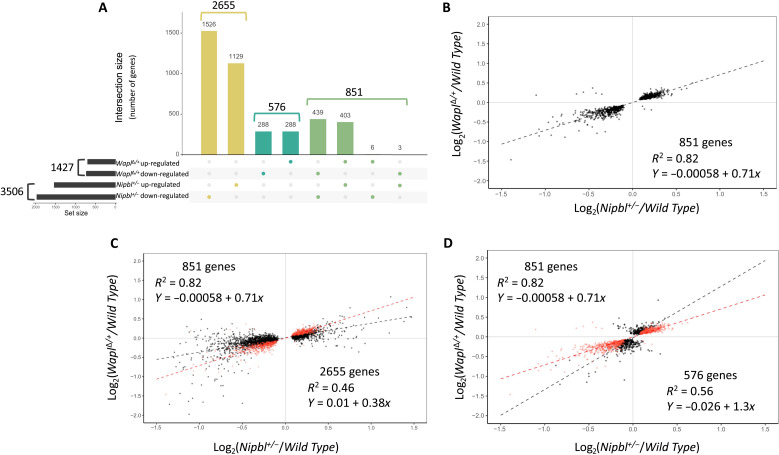
Overlapping transcriptome defects in *Wapl*^Δ/+^ and *Nipbl*^*+/−*^ embryos. (**A**) Intersection of *Nipbl^+/−^* and *Wapl*^∆*/+*^ dysregulated gene sets. A total of 3506 genes are dysregulated in *Nipbl*^+/−^ brains (1535 up-regulated and 1971 down-regulated), and 1427 genes are dysregulated in *Wapl*^∆/+^ brains (697 up-regulated and 730 down-regulated). A total of 2655 genes are dysregulated only in *Nipbl*^+/−^ brains, while 576 genes are dysregulated only in *Wapl*^∆/+^ brains. A total of 851 genes are dysregulated in both *Nipbl*^+/−^ and *Wapl*^∆/+^ brains, the majority of which are dysregulated in the same direction (columns 5 and 6). The overlap is highly significant (*P* < 0.0001, chi square of proportions). (**B**) Linear regression analysis describing dysregulation phenotypes of 851 overlapping DEGs. Each gene (black dot) is plotted according to its dysregulation phenotype in *Nipbl^+/−^* (*x* axis) and *Wapl*^Δ*/+*^ (*y* axis) samples. Note that dysregulation is almost always in the same direction and to a similar degree. Black dashes, line of best fit; correlation coefficient = 0.82. (**C**) Scatterplot describing dysregulation phenotype in all 3506 *Nipbl* DEGs. Red dots show the 851 shared DEGs. Linear regression analyses were performed separately on 851 overlapping DEGs and also on the 2654 genes that were not identified as DEGs in *Wapl* mutants. (**D**) Scatterplot describing the dysregulation phenotype in all 1427 *Wapl* DEGs. Red dots show the 851 shared DEGs. Linear regression analyses were performed separately on 851 overlapping DEGs and also on the 576 genes that were not identified as DEGs in *Nipbl* mutants.

The overlap in DEGs is large (25% of *Nipbl* DEGs and 60% of all *Wapl* DEGs), but we suspect that it is still an underestimate of the overlap in transcriptional defects. 

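The shared DEGs were 11.8% of the DEGs of *Nipbl+/-* brains and 59.5% of those of *Wapl*Δ*/+ brains.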

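Over 2992 genes called in *Nipbl+/-* but not in *Wapl*Δ*/+ brains, the *Wapl*Δ*/+ log2 ratio regressed on the *Nipbl+/-* log2 ratio with a slope of 0.29 (SD over single *Wapl*Δ*/+ libraries 0.165, n = 7; *R*2 = 0.386), and 89.5% of the 3019 genes changed in the same direction. The common *WT* libraries favour agreement in direction, and no value for unchanged groups was computed for this share or slope. Of the alternatives, fitting the low *mt-Nd3* libraries alone moved the slope most, to 0.53.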

Linear regression analyses suggest that most *Nipbl* DEGs show a trend toward dysregulation in *Wapl*^Δ*/+*^ samples, even if the *Wapl* effect was not statistically significant enough to score the gene as a *Wapl* DEG (Fig. 5C). Similarly, most *Wapl* DEGs show a trend toward dysregulation in *Nipbl^+/−^* samples (Fig. 5D).

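Over 270 genes called only in *Wapl*Δ*/+ brains, the regression of the *Wapl*Δ*/+ on the *Nipbl+/-* log2 ratios had a slope of 1.46 (SD over single *Wapl*Δ*/+ libraries 0.452, n = 7; *R*2 = 0.701), and 88.0% of the 274 genes changed in the same direction in *Nipbl+/-* brains. Here too the common *WT* libraries favour agreement, without a value for unchanged groups to compare. The slope changed sign where few genes were left, to -2.25 without *WT* replicate 1, -6.01 without *WT* replicate 2 and -5.57 with all 4 groups in one fit. From linear regressions, the paper proposes that the overlap of DEGs is an underestimate.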

### Decreased *Wapl* dosage partially rescues the transcriptome dysregulation observed in *Nipbl^+/−^* mice

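Between double heterozygotes and *WT* brains, 1001 genes were called, 248 of them higher and 753 lower, with 4123 genes at an unadjusted *P* below 0.05. Of the 1001 genes, 957 (95.6%) changed by less than 2-fold. Among them, 833 (83.2%) were also DEGs of *Nipbl+/-* brains, all in the same direction, 76 were DEGs of *Wapl*Δ*/+ brains, and 158 (15.8%) were called in neither single heterozygote. All these lists were called against the same *WT* libraries, which favours overlap and a common direction. No value for unchanged groups was computed for this overlap. Within the low *mt-Nd3* libraries, 4 double heterozygotes against 3 *WT* brains gave 672 calls, and within the high *mt-Nd3* libraries, 2 against 2 gave 1. With genes chosen again on the low libraries, the low set gave 601 calls. Across all tested genes, which are not independent replicates, the log2 fold changes of the 2 sets had a Pearson's *r* of 0.0119, while 100.0% and 99.9% of the genes called over all libraries, to which both sets contributed, kept their direction. Leaving out replicate 5 moved the count most, to 2481, and taking only the 4 replicates whose labels write the *Wapl* deletion first gave 1790. Leaving out *WT* replicate 1, 2, 4 or 5 gave 490, 647, 516 and 660 calls, and leaving out double-heterozygote replicate 1, 4 or 6 gave 569, 489 and 543. Without replicate 3 there were 1663 calls. By the same rule as for the single heterozygotes, the genes with the largest increases were *Dbx1* (log2 fold change 1.03, edgeR adjusted *P* = 0.0103), *Gm9839* (0.80, edgeR adjusted *P* = 0.0768) and *Gm42970* (0.69, edgeR adjusted *P* = 0.0139). The largest decreases were those of *Cd163* (-1.49, edgeR adjusted *P* = 8.83e-05), *Gpr37l1* (-1.40, edgeR adjusted *P* = 0.00315) and *Dmrt2* (-1.19, edgeR adjusted *P* = 0.00139). All 6 brains showed each of these directions, as the rule requires. *Gm9839* lost its call in 6 of the 11 fits that left out 1 library (0.58 without *WT* replicate 1).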

We focused next on analyses of the double mutant where there are only 1473 DEGs relative to wild-type samples (Fig. 4D). If altered cohesin dynamics are responsible for the transcriptional changes observed in *Wapl*^∆/*+*^ and *Nipbl^+/−^* mutants, it is possible that correcting cohesin dynamics could restore a *WT* transcriptome. This idea led to the hypothesis that a *Wapl*^∆/*+*^ *Nipbl^+/−^* mutant may have a more *WT*-like transcriptome than either a *Wapl*^∆/*+*^ or a *Nipbl^+/−^* mutant, for the double heterozygote would have a *Wapl*:*Nipbl* dosage ratio like *WT*. To test whether the double heterozygote does rescue the transcriptional dysregulation observed in *Nipbl^+/−^* mutants, the 3506 genes differentially expressed between *WT* and *Nipbl^+/−^* were clustered on the basis of their expression levels in *WT*, *Nipbl^+/−^*, and *Wapl*^∆*/+*^ *Nipbl^+/−^* embryonic brains. The unbiased clustering identified six classes of genes, which were annotated as complete rescue of up-regulation (group 1, 51 genes), partial rescue of up-regulation (group 2, 1404 genes), no rescue of up-regulation (group 3, 80 genes), complete rescue of down-regulation (group 4, 18 genes), partial rescue of down-regulation (group 5, 1825 genes), and no rescue of down-regulation (128 genes; Fig. 6A and table S8). 

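The order of the group means was used in place of the clustering, with a gene counted as rescued when its mean in double heterozygotes lay on the *WT* side of its *Nipbl+/-* mean. Among up-regulated DEGs of *Nipbl+/-* brains, the mean of double heterozygotes lay at or beyond *WT* for 31 genes, between *WT* and *Nipbl+/-* for 1207, and beyond *Nipbl+/-* for 59. Among down-regulated DEGs, the corresponding numbers were 19, 1944 and 162.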

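By the order of the means, 3201 of the 3422 DEGs of *Nipbl+/-* brains (93.5%) were nearer to *WT* in double heterozygotes, and the share for single double-heterozygote libraries had an SD of 16.5 percentage points (n = 6). It stayed between 86.8% and 97.4% under all alternatives, leaving out single libraries included. The genes had been called on the same *Nipbl+/-* and *WT* libraries that gave the means. In 10 simulations in which double heterozygotes carried the full *Nipbl+/-* effect, drawn with independent noise for each gene, 77.4% of the called genes (76.3% to 78.2%) were nearer to *WT*. These simulations called 1630 to 1793 genes, fewer than the 3422 in the data. When each *Nipbl+/-* library in turn was kept out of the calling and set in the place of the double heterozygotes, 36.1%, 59.8% and 93.1% of the called genes were nearer to *WT*, 63.0% on average, against 79.9% for single double-heterozygote libraries over the same genes. The slopes of the *Nipbl+/-* libraries kept out were also below 1, 0.586 on average (0.37 to 0.81), against 0.491 for double heterozygotes. For *Wapl*Δ*/+ brains, 3 of the 7 libraries were kept out in 20 draws. In 13 draws, 147 to 3244 genes were called, and 85.0% of them on average (67.4% to 99.0%) were nearer to *WT* in the libraries kept out, against 85.5% in double heterozygotes. In the other 7 draws only 4 to 49 genes were called, and over the 500 genes with the smallest *P* values, used in their place, the shares were 40.9% (30.0% to 57.2%) and 78.4%; this separation of the draws was made after seeing the data.

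**Figure D2:**
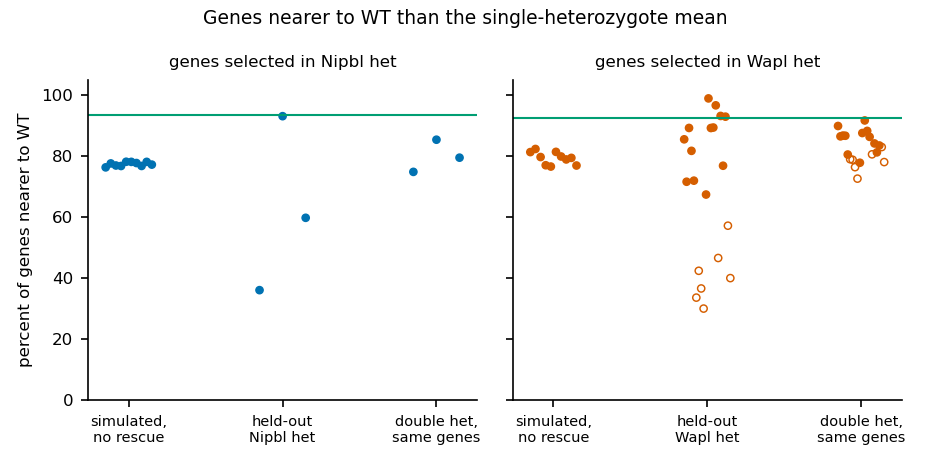
Percent of genes selected in *Nipbl+/-* (left) and *Wapl*Δ*/+ (right) brains whose value is nearer to *WT* than the mean of the single heterozygotes used to select them: in simulations with the full effect, in single-heterozygote libraries kept out of the calling, and in double-heterozygote libraries over the same genes. Filled points are over called genes, open points over the 500 genes with the smallest *P* values. The green line marks the observed share over all libraries, 93.5% on the left and 92.5% on the right; 1 of the 3 *Nipbl+/-* libraries kept out reached 93.1%.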

In total, 3298 of 3506 (94.1%) *Nipbl* DEGs were identified as exhibiting transcriptional rescue mediated by a reduction of *Wapl* dosage.

**Fig. 6.**
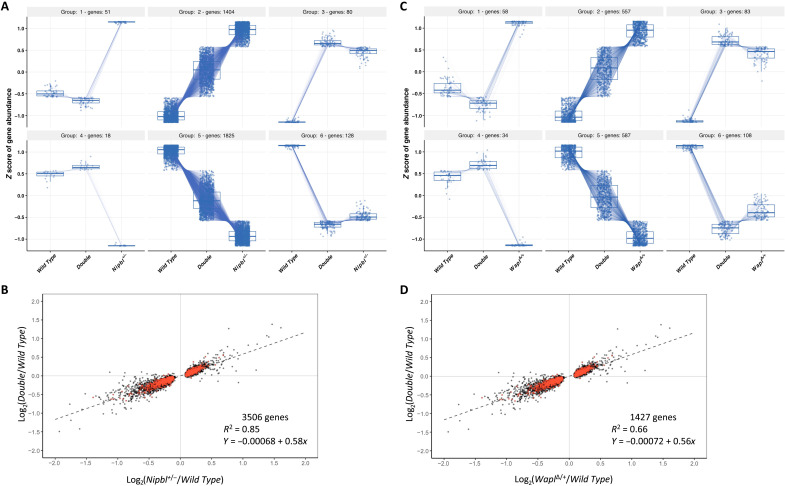
Rescue of transcriptome phenotypes in *Wapl*^Δ*/+*^; *Nipbl*^*+/−*^ double heterozygotes. (**A** and **B**) Rescue of *Nipbl* transcriptome defects. (A) Ninety-four percent of the 3506 genes dysregulated in *Nipbl^+/−^* brains are at least partially rescued by concomitant reduction in *Wapl* gene function. For each gene differentially expressed in *Nipbl* heterozygotes, normalized counts from wild-type, double-heterozygote (*Wapl*^Δ*/+*^; *Nipbl^+/−^*), and *Nipbl^+/−^* samples were analyzed using a DIANA clustering algorithm. (B) Linear regression analyses. For each *Nipbl* DEG, the magnitude of dysregulation in *Nipbl* heterozygotes (*x* axis) is plotted against the magnitude of dysregulation in double heterozygotes (*y* axis). The regression line summarizes the overall effect of *Wapl* mutation. A slope of 1 would indicate no rescue, while a slope of 0 would indicate complete rescue. Here, the slope is 0.58, indicating a 42% rescue. An *R*^2^ value of 0.85 demonstrates the consistency of rescue across the 3506 DEGs. Red dots represent genes that are also significantly dysregulated in *Wapl*^Δ*/+*^ heterozygotes. (**C** and **D**) Rescue of Wapl transcriptome defects. (C) Of the 1427 genes dysregulated in *Wapl*^Δ*/+*^ brains, 87% are at least partially rescued by concomitant reduction in *Nipbl* gene function. For each gene differentially expressed in *Wapl* heterozygotes, normalized counts from wild-type, double-heterozygote (*Wapl*^Δ*/+*^; *Nipbl^+/−^*), and *Wapl*^Δ*/+*^ samples were analyzed using a DIANA clustering algorithm. (D) Linear regression analyses. For each DEG, the magnitude of dysregulation in *Wapl* heterozygotes (*x* axis) is plotted against the magnitude of dysregulation in double heterozygotes (*y* axis). The regression line summarizes the overall effect of *Nipbl* mutation. Red dots represent genes that are also significantly dysregulated in *Wapl^−/+^* heterozygotes.

Effect ratios were compared between *Nipbl^+/−^* and *Wapl*^∆*/+*^ *Nipbl^+/−^* mutants to further characterize the transcriptional rescue phenotype (Fig. 6B and table S9). Plotting the *Nipbl^+/−^*/*WT* effect ratio on the *x* axis and the *Wapl*^∆*/+*^ *Nipbl^+/−^*/*WT* effect ratio on the *y* axis for each of the 3506 dysregulated genes enabled linear regression to be performed to estimate both the average magnitude of transcriptional rescue and the consistency of transcriptional rescue across the entire dysregulated gene set. Dysregulation in *Wapl*^∆/*+*^* Nipbl^+/−^* mutants was 58% as severe as the dysregulation observed in *Nipbl^+/−^* mutants (see the slope of the regression line in Fig. 6B). This reduction in dysregulation was consistent across the gene set, as demonstrated by a coefficient of determination value (*R*^2^) of 0.85. These results demonstrate the ability of decreased *Wapl* dosage to rescue dysregulation caused by reductions in *Nipbl* dosage.

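Over 3395 DEGs of *Nipbl+/-* brains with counts in all groups, the log2 ratios of double heterozygotes regressed on those of *Nipbl+/-* brains with a slope of 0.52. For single double-heterozygote libraries the slope ranged from 0.28 to 0.75 (SD 0.191, n = 6). Under the alternatives the slope lay between 0.42 and 0.58, with 2 exceptions. Low *mt-Nd3* libraries alone, chosen after seeing the data, gave 0.68. For the other, the 1000 genes with the smallest *P* values, called or not, were selected and measured on separate libraries. This slope was a ratio of covariances. The covariance of the double-heterozygote ratios with the log2 ratios of the selection libraries was divided by that of the *Nipbl+/-* ratios. It is not the least-squares slope that gave 0.52, which lay between 0.09 and 0.79 in these splits. The ratio of covariances gave a mean slope of 1.06 over 90 splits (SD 0.523, median 0.986, range 0.13 to 2.21), and 46 of the 90 slopes were below 1. The selection called 0 to 3371 genes in a split (median 72.5), so most of the 1000 genes were not called in most splits, and this slope is not over the same kind of genes as the slope of 0.52. In the 24 splits in which all of the 1000 genes were called, set apart after seeing the data, the mean slope was 1.59 (0.83 to 2.21), and in the other 66 splits 0.87. In simulations with the full *Nipbl+/-* effect in double heterozygotes, the regression on the same libraries gave a mean slope of 0.576, with a range of 0.50 to 0.648 that includes the observed slope. They called 1630 to 1793 genes, fewer than the 3422 in the data. In other simulated counts with a true slope of 1, the same libraries gave 0.74 for *Nipbl+/-*-like and 0.78 for *Wapl*Δ*/+-like groups. Separate libraries, again over 1000 genes and by the ratio of covariances, gave 1.01 and 0.96. Of the called genes, 59.6% and 55.2% were nearer to *WT* there. With a true slope of 0.6, the same libraries gave 0.51 and 0.62, with 98.7% and 98.1% of the called genes nearer to *WT*. Without *Wapl*, *Nipbl* and genes with an absolute log2 ratio above 1, the slope was 0.58. In the direct comparison of double heterozygotes with *Nipbl+/-* brains, 3215 (94.0%) of the *Nipbl+/-* DEGs changed toward *WT*, 488 of them with an unadjusted *P* below 0.05, and 1 gene changed away from *WT* at that level. Over all genes this comparison called 2, with 1259 at an unadjusted *P* below 0.05 where 1527.6 would be expected by chance. They were *Wapl* (log2 fold change -0.91, edgeR adjusted *P* = 2.26e-07) and *Pcdhb17* (0.48, edgeR adjusted *P* = 0.0670). *Pcdhb17* was the only DEG of *Nipbl+/-* brains called in this comparison, also when the *P* values were adjusted over the list alone. Leaving out *Nipbl+/-* replicate 1 or 3, or double-heterozygote replicate 1, 4, 5 or 6, left 1 call. The edgeR test of the interaction between the *Nipbl* and *Wapl* genotypes called 0 genes, with 4221 at an unadjusted *P* below 0.05, whereas DESeq2 called 793. Adjusted over the list alone, the edgeR test called 1961 of the 3422 *Nipbl+/-* DEGs. That list was chosen on these same libraries, so this number is not independent evidence. Without double-heterozygote replicate 6 the interaction called 957 genes over all genes, and without *Wapl*Δ*/+ replicate 2 it called 282. From the slope below 1, the paper concludes that a lower dosage of *Wapl* corrects part of the dysregulation in *Nipbl+/-* brains.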

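The *R*2 of this regression was 0.737. A common *WT* denominator enters both ratios, and with different *WT* libraries in the 2 ratios the slope was 0.47.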

Similarly, the dysregulation observed in the *Wapl*^∆*/+*^ *Nipbl^+/−^* mutants was less severe than the dysregulation observed in the *Wapl*^∆/*+*^ mutants. 

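In the direct comparison of double heterozygotes with *Wapl*Δ*/+ brains, 311 genes were called, 63 higher and 248 lower, with 3037 at an unadjusted *P* below 0.05. Of the 677 DEGs of *Wapl*Δ*/+ brains, 627 (92.6%) changed toward *WT*, 202 of them with an unadjusted *P* below 0.05, 14 were called toward *WT* and 1 was called away from it. Adjusted over the list alone, which was chosen on these libraries and is no independent evidence, 98 were called toward *WT*. DESeq2 called 626 genes and fitting all 4 groups together 576, whereas the low *mt-Nd3* libraries alone gave 23 calls and the double heterozygotes whose labels write the deletion second 30. Without *Wapl*Δ*/+ replicate 3, 4 or 6 there were 174, 204 and 184 calls, and without double-heterozygote replicate 1 or 4 there were 170 and 189.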

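By the order of the group means, 626 of the 677 DEGs of *Wapl*Δ*/+ brains (92.5%) were nearer to *WT* in double heterozygotes (SD over single libraries 26.7 percentage points, n = 6). Among up-regulated genes, 12 lay at or beyond *WT*, 205 between *WT* and *Wapl*Δ*/+, and 18 beyond *Wapl*Δ*/+; among down-regulated genes the numbers were 9, 400 and 33. In 10 simulations with the full *Wapl*Δ*/+ effect in double heterozygotes, 79.4% of the called genes (76.6% to 82.4%) were nearer to *WT*. They called 346 to 490 genes, fewer than the 677 in the data. Under the alternatives the share lay between 71.4% and 95.6%.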

Of the 1427 dysregulated genes identified in the *Wapl*^∆/*+*^ embryo, 1236 (86.6%) were clustered into six groups representing transcriptional rescue phenotypes: complete rescue of up-regulation (group 1, 58 genes), partial rescue of up-regulation (group 2, 557 genes), no rescue of up-regulation (group 3, 83 genes), complete rescue of down-regulation (group 4, 34 genes), partial rescue of down-regulation (group 5, 587 genes), and no rescue of down-regulation (group 6, 108 genes; Fig. 6C and table S10). Executing linear regression on plotted effect ratios revealed that dysregulation in *Wapl*^∆/*+*^ *Nipbl^+/−^* mutants was only 56% as severe as the dysregulation in *Wapl*^∆*/+*^ mutants on average (Fig. 6D and table S9). 

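Over 674 DEGs of *Wapl*Δ*/+ brains, the slope of the double-heterozygote on the *Wapl*Δ*/+ log2 ratios was 0.43 (SD over single double-heterozygote libraries 0.262, range 0.04 to 0.79, n = 6). Leaving out *WT* replicate 1 moved it to 0.98, and so did fitting all 4 groups together (0.98). The 1000 genes with the smallest *P* values were also selected and measured on separate libraries, with a median of 11.5 called per split. The mean slope over 90 splits, by the ratio of covariances used for *Nipbl+/-* brains, was 0.28. Its SD of 3.40 leaves it without use as an estimate, and the median was 0.462. When 3 *Wapl*Δ*/+ libraries were kept out of the calling, the libraries kept out had a mean slope of 0.506 (0.32 to 0.90) and double heterozygotes one of 0.469 in the 13 draws with at least 147 called genes; over 500 genes in the 7 draws with few calls the slopes were 0.686 and 0.559. Simulations with the full *Wapl*Δ*/+ effect gave a slope of 0.636 (0.53 to 0.764).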

An *R*^2^ value of 0.66 indicates consistency in the magnitude of transcriptional rescue observed.

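The *R*2 was 0.649, and with different *WT* libraries in the 2 ratios the slope was 0.31.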

In Fig. 7, we analyze rescue of the 851 shared DEGs. These results emphasize that transcriptional rescue in the double heterozygotes occurs even when dysregulation in *Nipbl^+/−^* and *Wapl*^∆*/+*^ samples is in the same direction. 

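Of the 403 genes called in both *Nipbl+/-* and *Wapl*Δ*/+ brains, 30.8% were higher in both and had a double-heterozygote mean nearer to *WT* than either single heterozygote. Among the genes of DESeq2 the share was 39.5%.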

Forty percent of shared DEGs are up-regulated in both *Nipbl* and *Wapl* heterozygotes and then partially rescued in the double mutant (group 1). Similarly, 39% of shared DEGs are down-regulated in both heterozygotes and then partially rescued in the double mutant (group 4; Fig. 7A and table S11). 

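A further 54.8% were lower in both single heterozygotes and nearer to *WT* in double heterozygotes on both sides, against 38.0% among the genes of DESeq2.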

On average, we see a 41% rescue of *Nipbl* dysregulation (*R*^2^ = 0.91; Fig. 7B) and a 32% rescue of *Wapl* dysregulation (*R*^2^ = 0.74; Fig. 7C).

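Over the shared DEGs, the double-heterozygote log2 ratios had a slope of 0.57 on those of *Nipbl+/-* brains (*R*2 = 0.888, SD over single libraries 0.607, n = 6) and of 0.63 on those of *Wapl*Δ*/+ brains (*R*2 = 0.757, SD over single libraries 0.53, n = 6). Single double-heterozygote libraries ranged from -0.05 to 1.639 and from -0.08 to 1.46. Leaving out *WT* replicate 2, with 4 shared genes, moved both slopes most, to 0.02 and -0.02. The low *mt-Nd3* libraries gave 0.89 for the slope on *Nipbl+/-* and the fit of all 4 groups 1.01 for that on *Wapl*Δ*/+, also over few shared genes, and without *WT* replicate 1, with 8 shared genes, the slope on *Wapl*Δ*/+ was 1.00.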

**Fig. 7.**
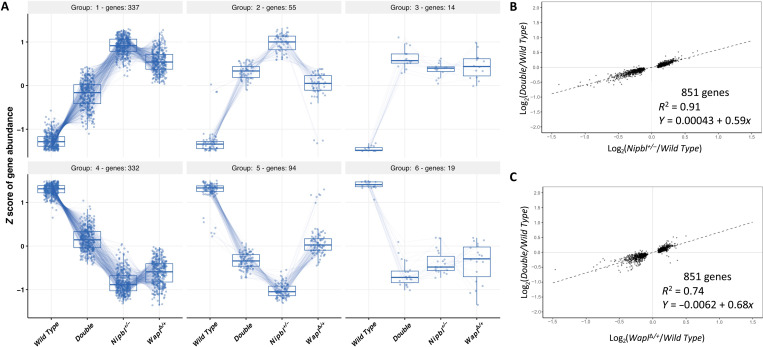
Rescue of overlapping transcriptome defects in *Wapl*^Δ*/+*^; *Nipbl*^*+/−*^ double heterozygotes. (**A**) Of the 851 genes misexpressed in both *Nipbl^+/−^* and *Wapl*^Δ*/+*^ brains, 79% are at least partially rescued by concomitant reduction in either *Nipbl* or *Wapl* gene function. For each gene differentially expressed in both *Nipbl* and *Wapl* heterozygotes, normalized counts from wild-type, double-heterozygote (*Wapl*^Δ*/+*^; *Nipbl^+/−^*), *Nipbl^+/−^*, and *Wapl*^Δ*/+*^ samples were analyzed using a DIANA clustering algorithm. (**B**) Linear regression analyses. For each overlapping DEG, the magnitude of dysregulation in *Nipbl* heterozygotes (*x* axis) is plotted against the magnitude of dysregulation in double heterozygotes (*y* axis). The regression line summarizes the overall effect of *Wapl* mutation. A slope of 1 would indicate no rescue, while a slope of 0 would indicate complete rescue. Here, the slope is 0.59, indicating a 41% rescue. An *R*^2^ value of 0.91 demonstrates the consistency of rescue across the 851 DEGs. (**C**) For each overlapping DEG, the magnitude of dysregulation in *Wapl* heterozygotes (*x* axis) is plotted against the magnitude of dysregulation in double heterozygotes (*y* axis). The regression line summarizes the overall effect of *Nipbl* mutation. Here, the slope is 0.68, indicating a 32% rescue. An *R*^2^ value of 0.74 demonstrates the consistency of rescue across the 851 DEGs.

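On both sides together, 347 of the 403 shared DEGs (86.1%) were nearer to *WT* in double heterozygotes than in either single heterozygote, and DESeq2 gave 689 of 868 (79.4%). On the *Nipbl+/-* side alone the number was 381 (94.5%), and on the *Wapl*Δ*/+ side alone 361 (89.6%).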

In Figs. 6 and 7, we analyzed the possible rescue of *Nipbl* and *Wapl* dysregulation phenotypes by comparing the averaged *Wapl*^Δ*/+*^ *Nipbl^+/−^* transcriptome with the averaged *Nipbl^+/−^* and averaged *Wapl*^Δ*/+*^ transcriptomes. However, as discussed above, double heterozygotes show significant sample-to-sample variation (Fig. 4A and figs. S2 and S3). Therefore, we wanted to look at possible rescue in each double-heterozygote sample separately. 

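The slope over the DEGs of *Nipbl+/-* brains was computed for each double heterozygote. Replicates 5 and 3 had the lowest slopes, 0.28 and 0.38, which correspond to 72.1% and 62.3% rescue. Replicates 2 and 4 had slopes of 0.59 and 0.63, and replicates 1 and 6 the highest, 0.72 and 0.75, which correspond to 27.7% and 24.7% rescue. In replicate 6, 54.2% of the genes were nearer to *WT* than the *Nipbl+/-* mean, and in replicate 3, 96.7%. Over the DEGs of *Wapl*Δ*/+ brains the slopes ran from 0.04 in replicate 5 to 0.79 in replicate 6. The difference between the highest and the lowest slope over *Nipbl+/-* DEGs was 0.474; DESeq2 gave 0.837, with a slope of 1.01 for replicate 6, and the low *mt-Nd3* libraries gave 0.196. Mean slopes were 0.58 for the 4 replicates whose labels write the *Wapl* deletion first and 0.52 for the 2 whose labels write it second (exact permutation test over 15 assignments, two-sided *P* = 0.867; the smallest *P* possible is 0.0667, so this design could not reach 0.05).

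**Figure D3:**
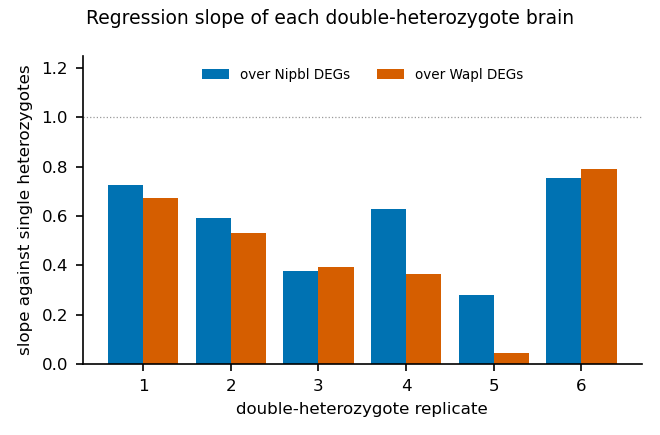
Slope of each double-heterozygote brain on the single-heterozygote log2 ratios, over the DEGs of *Nipbl+/-* (blue) and of *Wapl*Δ*/+ brains (orange); the dotted line marks a slope of 1, no rescue. Replicates 3 and 5 have the lowest slopes over *Nipbl+/-* DEGs and replicates 1 and 6 the highest.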

Heatmaps in fig. S5 show that rescue phenotypes vary among the six samples: Two samples are very similar to wild type, one sample is very similar to the single mutants, and three samples show partial rescue similar in magnitude to the effects described in Figs. 6 and 7.

### Common genetic pathways are disrupted by reduced *Wapl* and by reduced *Nipbl* function

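The enrichment of Gene Ontology classes was not repeated here. In its place, 12 gene families and 10 lists of cell type markers, compiled from gene names without regard to the counts, were tested with limma's camera. *P* values were adjusted by Benjamini-Hochberg over the families or lists of a comparison. Camera used its small preset correlation between genes, so its *P* values are too small for sets whose genes move together. In *Nipbl+/-* brains, 76 of 90 neurotransmitter receptor genes were lower, with a median log2 fold change of -0.28 (camera adjusted *P* = 2.77e-15); 44 were called, and 56 when adjusted over the list alone. The other neuronal families were lower as well. Voltage-gated and leak ion channels had a median of -0.13 (89 of 130 lower, camera adjusted *P* = 9.67e-06), synaptic vesicle and release genes of -0.14 (46 of 51 lower, camera adjusted *P* = 1.40e-09) and synaptic adhesion genes of -0.21 (42 of 49 lower, camera adjusted *P* = 3.77e-12), with 41, 21 and 31 genes called down and 6, 0 and 2 called up. All 12 markers of neuronal maturation were lower (median -0.23, camera adjusted *P* = 4.19e-07), as were 11 of 11 glial markers (median -0.34, camera adjusted *P* = 6.56e-07) and 7 of 7 microglial markers (median -0.31, camera adjusted *P* = 0.00137), whereas 11 of 12 progenitor markers were higher (median 0.22, camera adjusted *P* = 0.00204). The fry test, which estimates the correlation between genes, moved these results most. Under fry, the calls of all 4 neuronal families (adjusted *P* from 0.00621 to 0.0559) and of the maturation, glial and microglial markers (0.0272 each) held in *Nipbl+/-* brains, that of the progenitor markers was lost (0.344), and in *Wapl*Δ*/+ brains only the call of Wnt genes held.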

*Nipbl* down-regulated genes are enriched for neuronal-specific functions (table S12). The three most enriched Gene Ontology (GO) classes are synapse organization (125 genes, adjusted *P* = 7 × 10^−40^), regulation of membrane potential (111 genes, adjusted *P* = 4 × 10^−32^), and vesicle-mediated transport in synapse (78 genes, adjusted *P* = 4 × 10^−30^). Other highly enriched pathways are direct downstream consequences of deficient neuronal signaling. Examples include cognition, learning or memory, and locomotory behavior. These dysregulation defects are consistent with and potentially explain the cognitive phenotypes in CdLS.

In contrast, *Nipbl* up-regulated genes (table S13) sort into generic pathways involved in epigenetics (e.g., chromatin organization and histone methylation), protein modifications (e.g., peptidyl-lysine modification), and development (e.g., forebrain development and Wnt signaling). These defects not only can contribute to neurocognitive problems but also are consistent with the broad presentation of phenotypes in CdLS.

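In *Nipbl+/-* brains, 54 of 83 genes for histone methyltransferases, demethylases, acetyltransferases and deacetylases were higher, with a median log2 fold change of 0.05 (camera adjusted *P* = 0.000628). Of these, 23 were called up and 3 down, and 30 were called when adjusted over the list alone. Chromatin remodellers had the same median, 0.05 (37 of 52 higher, 16 called up and 1 down, 19 adjusted over the list alone, camera adjusted *P* = 0.000628). Both held under fry (adjusted *P* = 0.0721 and 0.0947). Of 62 genes for Wnt ligands, receptors and effectors 34 were higher, with a median of 0.01 (camera adjusted *P* = 0.739); 10 were called up and 6 down, and 22 when adjusted over the list alone. Camera compares the direction of a family with that of other genes, and enrichment among up-regulated genes was not tested. The direction of the Wnt genes changed under fry (adjusted *P* = 0.850) and without *Nipbl+/-* replicate 1 (camera adjusted *P* = 0.836).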

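The neuronal families were lower in *Wapl*Δ*/+ brains as well. Neurotransmitter receptors had a median log2 fold change of -0.07 (67 of 90 lower, camera adjusted *P* = 0.000838), synaptic adhesion genes of -0.07 (36 of 49 lower, camera adjusted *P* = 0.000253), synaptic vesicle and release genes of -0.05 (39 of 51 lower, camera adjusted *P* = 0.00105) and ion channels of -0.05 (78 of 130 lower, camera adjusted *P* = 0.0366). The numbers of genes called were 1, 9, 3 and 7, and adjusted over the list alone 1, 16, 7 and 20. Ion channels lost their call without *Wapl*Δ*/+ replicate 1 (camera adjusted *P* = 0.120) or 5 (0.139). None of these families passed under fry (adjusted *P* from 0.203 to 0.285). Of 12 maturation markers 11 were lower (median -0.07, camera adjusted *P* = 0.0295), of 11 glial markers 9 were lower (median -0.14, camera adjusted *P* = 0.0104), and 12 of 12 progenitor markers were higher (median 0.16, camera adjusted *P* = 0.000169).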

*Wapl* down-regulated genes are like *Nipbl* down-regulated genes in that they are enriched in neuron-specific pathways (table S14). The three most enriched GO terms are dendrite development (27 genes, adjusted *P* = 1 × 10^−9^), synapse organization (32 genes, adjusted *P* = 5 × 10^−9^), and cognition (26 genes, adjusted *P* = 3 × 10^−9^). 

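Among genes higher in *Wapl*Δ*/+ brains, 47 of 62 Wnt ligands, receptors and effectors were higher, with a median log2 fold change of 0.09 (camera adjusted *P* = 0.000169, fry adjusted *P* = 0.0416); 2 were called, and 14 when adjusted over the list alone. Histone-modifying enzymes had a median of 0.02 (46 of 83 higher, 2 called up and 4 down, 21 adjusted over the list alone, camera adjusted *P* = 0.491) and chromatin remodellers of 0.00475 (27 of 52 higher, 0 called up and 3 down, 12 adjusted over the list alone, camera adjusted *P* = 0.576), and both changed direction when *Wapl*Δ*/+ replicate 2 was left out (camera adjusted *P* = 0.918 and 0.786). Remodellers also changed direction without *WT* replicate 4 (camera adjusted *P* = 0.944) or *Wapl*Δ*/+ replicate 5 (0.941), and histone-modifying enzymes passed the threshold without *Wapl*Δ*/+ replicate 7 (0.0897).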

*Wapl* up-regulated genes do not cluster well into specific pathways. We identified only five GO terms with adjusted *P* values of >0.01 (table S15). As with *Nipbl* up-regulated DEGs, these pathways are not neuronal specific. The three most enriched pathways are extracellular matrix organization, collagen metabolic process, and cell signaling. 

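In *Wapl*Δ*/+ brains, 35 of 44 collagen genes were higher, with a median log2 fold change of 0.13 (camera adjusted *P* = 0.000189), and 9 were called, 18 when adjusted over the list alone. Of 80 other extracellular matrix genes 50 were higher (median 0.05, camera adjusted *P* = 0.00841), with 6 called up and 5 down, and 21 called when adjusted over the list alone. Neither family passed under fry (adjusted *P* = 0.257 and 0.343). *Col3a1*, a collagen gene that meningeal cells express, had a log2 fold change of 0.35 (edgeR adjusted *P* = 0.0381), in 7 of 7 brains, and the 14 meningeal markers were all higher (median 0.15, camera adjusted *P* = 2.38e-06, fry adjusted *P* = 0.116).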

Extracellular matrix and collagen pathways are not enriched among *Nipbl* DEGs.

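In *Nipbl+/-* brains, 24 of 44 collagen genes were higher and 20 lower, with a median log2 fold change of 0.02 (camera adjusted *P* = 0.756), and 7 were called up and 6 down, 18 when adjusted over the list alone. Other matrix genes had a median of -0.06 (47 of 80 lower, 7 called up and 20 down, 35 adjusted over the list alone, camera adjusted *P* = 0.115; enrichment among DEGs was not tested), and their decrease passed the threshold without *WT* replicate 1 (0.0402) or *Nipbl+/-* replicate 1 (0.0378) and under fry (0.0935). The direction for collagens changed under fry (adjusted *P* = 0.862), without *WT* replicate 1 (camera adjusted *P* = 0.756) and without *Nipbl+/-* replicate 1 (camera adjusted *P* = 0.870). The difference between the *Nipbl+/-* and *Wapl*Δ*/+ effects on these families was not tested.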

Since our research goal was to test the ability of reduced *Wapl* function to rescue *Nipbl* defects, we focused on comparing *Nipbl* DEGs that were rescued and those that were not rescued in the *Wapl*^Δ*/+*^ *Nipbl^+/−^* double mutants. Nonrescued genes are tabulated in table S16. 

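For the 3201 rescued DEGs of *Nipbl+/-* brains the mean absolute log2 fold change was 0.40 (SD over genes 0.551, median 0.25), and for the 221 nonrescued DEGs it was 0.32 (SD over genes 0.341, median 0.22). The mean of the log2 normalized count was 9.63 (SD 2.61) and 9.52 (SD 2.35), respectively.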

Note that rescued and nonrescued sets are similar in total expression and in severity of dysregulation in *Nipbl^+/−^* brains (fig. S4).

Ninety-five percent of *Nipbl* DEGs are at least partially rescued. Consequently, GO term analyses predictably yielded results that are highly similar to those seen when analyzing all Nipbl DEGs. Compare tables S12 and S17 and tables S13 and S18. Analyzing the 208 nonrescued genes identified hormone transport (8 genes, adjusted *P* = 0.004) as the only pathway with multiple genes and a high significance (table S19). Otherwise, we could not identify functional connections among nonrescued *Nipbl* DEGs.

### *Wapl* heterozygosity rescues *Nipbl*-dependent *Protocadherin beta* gene dysregulation

*Protocadherin* genes (*Pcdh*) are organized into three linked subclusters (α, β, and γ) that together span 1 million base pairs (bp) on mouse chromosome 18. Stochastic activation of *Pcdh* genes generates a cell surface identity that allows each neuron to distinguish self from other neurons (*42*, *43*). Since cohesin has been demonstrated to play a critical role in determining the cell-specific expression (*44*), we were interested in examining the role of *Wapl* and *Nipbl* in regulating *Pcdh* gene activity. We saw that each cluster responds differently to disruption of normal *Wapl* and *Nipbl* function.

Consistent with a previous report (*21*), *Nipbl* deficiency results in decreased expression of 21 of 22 genes within the *Pcdh*β cluster to 45 to 72% of wild-type levels with adjusted *P* values ranging from 0.01 to <0.001 (table S20 and fig. S5). 

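The *Pcdhb* cluster lies on chromosome 18 of GRCm38. In *Nipbl+/-* brains all 22 *Pcdhb* genes were lower, and 21 were called, at 44.7% to 76.6% of *WT*; adjusted over the list alone, 22 were called. Over the cluster the median was 58.0% of *WT* and the camera adjusted *P* was 1.32e-28, with 8.31e-06 under fry and values between 1.72e-29 and 1.48e-21 when single libraries were left out. *Pcdhb17*, from 37485021 to 37488290, fell from 677.7 ± 51.7 (SD, n = 5) to 314 ± 13.7 (SD, n = 3) normalized counts, a log2 fold change of -1.11 (standard error 0.0686, edgeR adjusted *P* = 1.12e-07). *Pcdhb3*, from 37300799 to 37304585, fell from 227 ± 20.9 (SD, n = 5) to 145 ± 3.24 (SD, n = 3), a log2 fold change of -0.65 (standard error 0.0968, edgeR adjusted *P* = 0.000484). Every *Nipbl+/-* brain lay below every *WT* brain for both genes. The lowest mean in the cluster, of *Pcdhb1*, was 1.81 normalized counts over the libraries, which leaves its percentage without precision. The number of calls stayed between 19 and 21 under all alternatives.

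**Figure D4:**
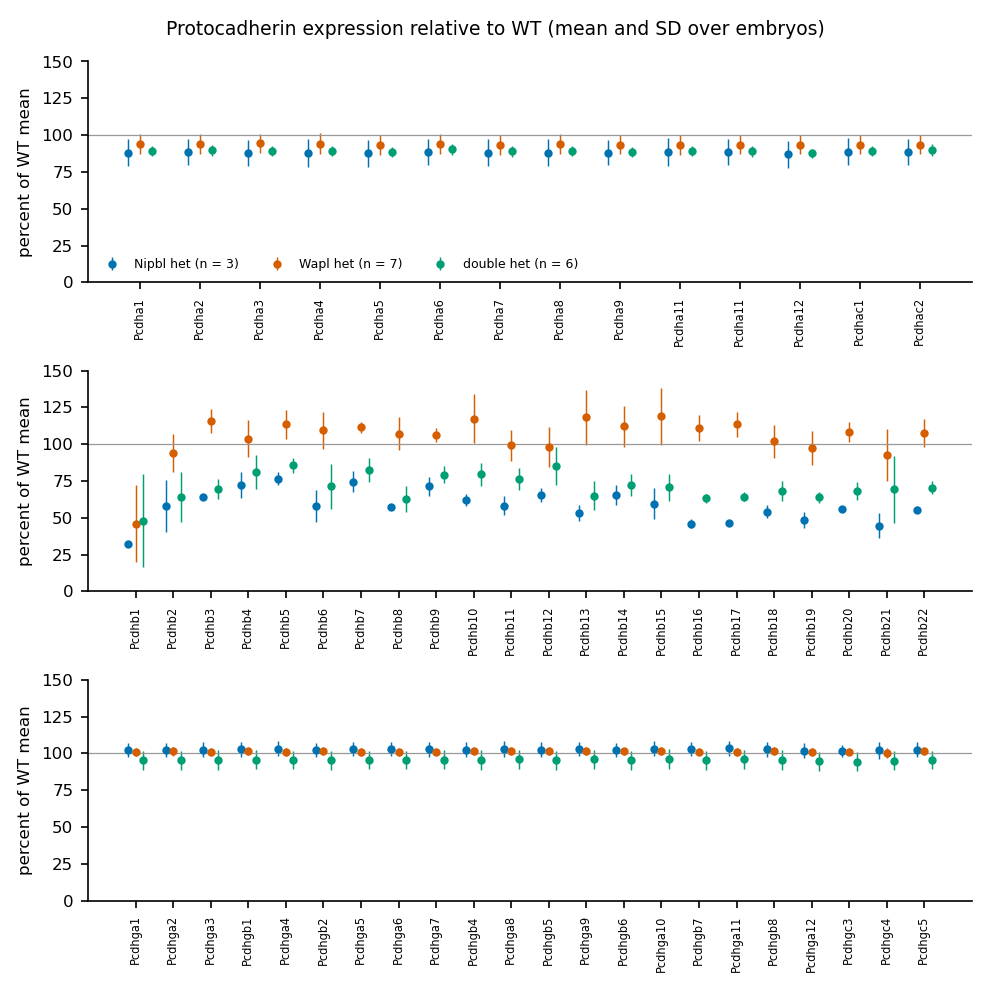
Mean normalized count of each *Pcdha*, *Pcdhb* and *Pcdhg* gene in *Nipbl+/-*, *Wapl*Δ*/+ and double-heterozygote brains, in percent of the *WT* mean on linear axes, with the SD over embryos; genes are ordered by position. *Pcdhb* genes are lowest in *Nipbl+/-* brains, with a median of 58.0% of *WT*, and the *Pcdha* and *Pcdhg* genes move together within each cluster.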

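In *Wapl*Δ*/+ brains 0 of the 22 *Pcdhb* genes were called over all genes, and 3 were called when adjusted over the list alone. *Pcdhb3* rose by 0.22 on the log2 scale (unadjusted *P* = 0.00527, adjusted *P* = 0.136 from edgeR's quasi-likelihood test) and *Pcdhb17* by 0.19 (unadjusted *P* = 0.00309, edgeR adjusted *P* = 0.112). DESeq2 called both, without a filter on low counts edgeR called *Pcdhb17*, and edgeR called *Pcdhb17* without *Wapl*Δ*/+ replicate 1 (0.21) and both genes without *Wapl*Δ*/+ replicate 2 (0.25 and 0.20). Of the 22 genes, 16 were higher, and the median stood at 108% of *WT* (camera adjusted *P* = 0.000838, fry adjusted *P* = 0.203).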

Only two genes (*Pcdhb3* and *Pcdhb17*) are dysregulated in *Wapl*^Δ*/+*^ mice, and both are up-regulated. However, all 21 genes dysregulated in *Nipbl^+/−^* brains show rescue in the double mutants (fig. S5C).

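In double heterozygotes all 22 genes stayed below *WT*, and 16 were called, at 63.0% to 82.5% of *WT*, with 21 called when adjusted over the list alone. The median was 70.1% of *WT*. *Pcdhb17* stood at 64.5% ± 3.22 (SD, n = 6) and *Pcdhb3* at 69.6% ± 6.52 (SD, n = 6).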

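The *Pcdha* genes overlap in the annotation and share their last exons, so that a read could be counted at several of them. Across the 21 libraries, the log counts of the 14 *Pcdha* genes had a median correlation of 0.995 between genes, against 0.835 between *Pcdhb* genes. The preset correlation of camera is far below 0.995, so its *P* values for *Pcdha* in any group count nearly the same measurement 14 times. In *Nipbl+/-* brains all 14 were lower and called, at 86.9% to 88.8% of *WT* (median 88.2%, camera adjusted *P* = 3.05e-07, fry adjusted *P* = 0.0561). *Pcdha1*, from 36930285 to 37187657, fell from 5156 ± 169 (SD, n = 5) to 4544 ± 469 (SD, n = 3) normalized counts, a log2 fold change of -0.19 (standard error 0.0513, edgeR adjusted *P* = 0.0299), and the *Nipbl+/-* and *WT* ranges overlapped. The calls numbered 0 with all 4 groups in one fit, 1 with a gene length term, 8 without *WT* replicate 1, and 0 without *Nipbl+/-* replicate 1 or *Nipbl+/-* replicate 3.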

*Pcdh*α genes are also uniformly down-regulated in *Nipbl^+/−^* brains (13 of 14 statistically significant with adjusted *P* value of ~0.023 to 0.006). Expression of these genes does not show statistically significant differences in *Wapl^+/−^* samples, but they uniformly show a 6% lower expression as compared to the *WT* (versus 10% in *Nipbl^+/−^* samples). 

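In *Wapl*Δ*/+ brains all 14 *Pcdha* genes were lower, at 93.4% to 94.3% of *WT* (median 93.5%, camera adjusted *P* = 0.000169, fry adjusted *P* = 0.246). None was called over all genes, and 14 were called when adjusted over the list alone. For *Pcdha1* the log2 fold change was -0.09 (unadjusted *P* = 0.0554, edgeR adjusted *P* = 0.334).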

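In double heterozygotes the 14 *Pcdha* genes stood at 87.6% to 90.2% of *WT* (median 89.2%) and all were called. The number of calls fell to 0 with the gene length term and with only the replicates whose labels write the *Wapl* deletion second. It was 1 without *WT* replicate 1, 5 without *WT* replicate 4, 1 without double-heterozygote replicate 4 and 3 without replicate 6.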

There is no obvious rescue in double mutants (table S20). 

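The 22 *Pcdhg* genes share exons as well, and their log counts had a median correlation of 0.997 between genes. The camera *P* values of this cluster are too small for the same reason as those of *Pcdha*. In *Nipbl+/-* brains they stood at 101.8% to 103% of *WT* (22 of 22 higher) and in *Wapl*Δ*/+ brains at 100.5% to 102% (22 of 22 higher). In double heterozygotes they stood at 94.4% to 96.0% (22 of 22 lower). In each of the 3 groups 0 were called, also when adjusted over the list alone. As a set, the cluster gave camera adjusted *P* values of 0.0416 in *Nipbl+/-*, 0.0273 in *Wapl*Δ*/+ and 0.00110 in double heterozygotes, none of which held under fry (0.510, 0.397 and 0.320). Leaving out *Nipbl+/-* replicate 2 reversed the direction in *Nipbl+/-* brains (camera adjusted *P* = 0.751), leaving out *WT* replicate 2 took the result there past the threshold (0.240), and a gene length term called 7 of the genes. The set was no longer called in *Wapl*Δ*/+ brains without *WT* replicate 2 (camera adjusted *P* = 0.554) or *Wapl*Δ*/+ replicate 3, 6 or 7 (0.171, 0.114 and 0.102), nor in double heterozygotes without replicate 3 (0.117).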

At the gamma locus, changes in gene expression are very modest (up 1 to 3% in both *Nipbl^+/−^* and Wapl^Δ/−^ samples; down 3 to 5% in *Nipbl^+/−^* Wapl^Δ/−^ samples) and not statistically significant (table S20).

## DISCUSSION

In this mouse study, we generated two novel alleles of *Wapl* and analyzed the effects of reducing *Wapl* gene dosage in *Nipbl^+/+^* and *Nipbl^+/−^* backgrounds. Mouse development is sensitive to *Wapl* gene dosage. *Wapl*^Δ*/+*^ mice are viable and fertile, but *Wapl*^Δ*/*Δ^ embryos die even before implantation. *Wapl*^Δ*/Flox*^ (like *Nipbl^+/−^*) embryos are viable at E17.5 but die soon after birth and are absent at weaning.

*Wapl*^Δ*/+*^ brains display dysregulation of >1400 genes, but the effect at each locus is typically less than two-fold. This pattern is typical for cohesinopathy patients and for cohesinopathy models in mouse, zebrafish, and *Drosophila* and is the same pattern we saw in our study in *Nipbl^+/−^* brains. Dysregulation in *Wapl*^Δ^ and in *Nipbl^−^* heterozygotes was similar not only in overall pattern but also in the identity of affected genes. Among *Wapl* DEGs, 60% are also identified as *Nipbl* DEGs and are almost always dysregulated in the same direction and to a similar degree. The fact that both *Nipbl* and *Wapl* depletion lead to such similar defects is consistent with models that stress the dynamic nature of cohesin localization on the chromosome (*4*, *41*).

Transcriptome defects in *Nipbl^−^* and *Wapl^−^* samples are not intensified in the double heterozygotes. Rather, the dysregulated phenotypes are partially rescued in double heterozygotes. Ninety-four percent of *Nipbl* DEGs and 87% of *Wapl* DEGs show at least partial rescue in the *Wapl*^Δ*/+*^ *Nipbl^+/−^* brains, and there are no clear examples where dysregulation is exacerbated by the double mutation. This is especially intriguing since dysregulation in the single mutants is almost always in the same direction. Thus, *Wapl*/*Nipbl* interactions are a paradigm where two wrongs do make a right. Our data are consistent with those of previous studies. For example, co-depletion of WAPL and NIBPL rescued cell proliferation in mammalian cells (*4*), and reduced *Nipbl* gene function rescued developmental defects associated with a dominant-negative *Wapl* allele in *Drosophila* (*33*). Recently, Liu *et al.* (*15*) found that depleting *Wapl* in mouse embryonic stem cells caused a decrease in expression in cell type–specific genes; decreasing the cohesin component Rad21 caused similar changes in gene expression. These authors proposed that cohesin turnover regulated cell-specific genes by facilitating enhancer-promoter communication. Similarly, in our study, we found that reducing either *Nipbl* (which would reduce cohesin levels and activity) or *Wapl* caused a decrease in the expression of genes important in neuronal cells, while genes that increased expression were less cell type specific. A recent study in human HCT-116 cells also asked whether reducing WAPL levels could correct defects caused by NIBPL reductions and vice versa (*45*). Similar to what we observed, most gene expression changes in cells depleted for NIPBL or WAPL were corrected in the cells depleted for both proteins. Thus, our in vivo results agree with the model that the correct balance of cohesin loading and unloading activities, rather than the absolute amounts of WAPL and NIPBL, is most critical.

Transcriptomes from the *Nipbl^+/−^*, *Wapl*^Δ*/+*^, and *Nipbl^+/−^ Wapl*^Δ*/+*^ mutants have several features in common. In each mutant, many, many genes are dysregulated, but the fold changes are always modest. Also, the mutant transcriptomes show more sample-to-sample variance than do their wild-type littermates. Sample-to-sample variance was especially apparent in double heterozygotes. 

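In double heterozygotes the normalized count of *Nipbl* was 1187 ± 38.7 (SD, n = 6), or 54.8% ± 1.79 of *WT* (log2 fold change -0.86, standard error 0.0431, edgeR adjusted *P* = 4.70e-10). That of *Wapl* was 736 ± 28.3 (SD, n = 6), or 49.3% ± 1.90 of *WT* (log2 fold change -1.01, standard error 0.0413, edgeR adjusted *P* = 2.16e-11). Raw counts ran from 1055 to 1237 for *Nipbl* and from 668 to 777 for *Wapl*, and all 6 brains lay below all 5 *WT* brains for both genes.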

Double-heterozygote mice are highly consistent in that they each express almost precisely 50% levels of both *Wapl* and *Nipbl* mRNAs. However, they showed variance in dysregulation of downstream target genes. Thus, some samples were indistinguishable from wild type, while one sample showed minimal rescue of *Nipbl* dysregulation. We do not understand the basis for this variability, but it is an important feature when designing and analyzing genetic interaction studies and also when considering methods to evaluate efficacies for potential therapies targeting transcriptional regulation defects in CdLS patients.

## MATERIALS AND METHODS

### Mice

*Nipbl^Flox/+^* mice were generated as described by Santos *et al.* (*30*). Cre recombination of the *Nipbl^Flox^* allele generates a complete loss-of-function allele, *Nipbl^−^*, referred to as *Nipbl^FIN^* in the Santos study. For *Nipbl* genotyping, we followed the protocol outlined by Santos *et al.* using primers B045, B048, and B050.

The *Wapl^Flox^* allele was generated for this study using a two-step process. In step 1, mouse embryonic stem cells (R1 line, 129SV) were electroporated with linearized plasmid pMVW1. pMVW1 includes a 1.8-kb 5′ homology flank and a 4.1-kb 3′ homology flank to direct insertion of a 1.9-kb *NeoR* cassette (flanked with *Frt* elements) plus a 4.2-kb Bam HI–Xba I fragment that carries *Wapl* sequences −517 to +3641 bp (relative to the main transcriptional start site) that are flanked with *loxP* sequences inserted as direct repeats. The linearized plasmid also included a 2.8-kb *Diphtheria Toxin-A* gene for negative selection. G418-resistant colonies were isolated and screened by using one primer from outside the 5′ flank (5′-ACCCGGTAGAATTGACCTGC) and one primer internal to the *NeoR* cassette (5′-GAGGAGGACAGTCTAGGGCA) to identify a 2067-bp band. Homologous recombination on the 3′ end was confirmed by amplification using one primer from outside the 3′ flank (5′-GATGTTCCTATAAGCCAAGAAGGC) and one primer from inside the 3′ *loxP* site (5′-GCAAAACAACCCCTCACTCC) that was followed by nested PCR (5′-GATGTTCCTATAAGCCAAGAAGGC and 5′-AGGGTGCTAATGAGATGGCTC) to identify a 236-bp band. Targeted clones were injected into C57BL/6J blastocysts, and chimeric founders were bred to C57BL/6J females to establish the *Wapl^Flox^+NeoR* line. In step 2, *Wapl^Flox^+NeoR* heterozygotes were crossed to *ROSA26:FLPe* knock-in transgenic females (JAX #003946) to remove the *NeoR* cassette via Flp recombinase–mediated site-specific recombination and thus generate the *Wapl^Flox^* mouse (Fig. 1). Animals were backcrossed to C57BL/6J at least four times before use in this study.

We generated the *Wapl*^Δ^ allele by crossing *Wapl^Flox^* heterozygotes with *E2a-Cre* transgenic females (JAX #003724) to remove the 4.1-bp fragment that includes the *Wapl* promoter, exon 1, intron 1, exon 2, and the first 94 bp of intron 2. Animals were backcrossed to C57BL/6J at least four more times before use in this study.

Genotypes were determined by PCR analysis of guide DNAs (gDNAs) extracted from ear punch samples. For *Wapl^Flox^* genotyping, we used a two-primer assay (5′-GATGTTCCTATAAGCCAAGAAGGC and 5′-AGGGTGCTAATGAGATGGCTC) that yields bands of 208 and 242 bp, which represent *Wapl^+^* and *Wapl^Flox^* alleles, respectively. For *Wapl*^Δ^ genotyping, we used a three-primer assay (5′-AGGTAGGGGACAGAACTCCG, 5′-AGAGAGCCAACGCAGGTAAA, and 5′-AACGCAAGCCTAGCAACCT) that yields bands of 145 and 335 bp, which represent *Wapl^+^* and *Wapl*^Δ^ alleles, respectively. This three-primer assay can also detect the *Wapl^Flox^* allele (291 bp).

For *Strat8-iCre* genotyping (*46*), we followed the protocol provided by The Jackson Laboratory (JAX #017490). Details for all genotyping assays are available in table S21.

For timed matings, we identified mice in proestrus or estrus by cytological evaluation of vaginal lavage samples (*47*). Mating pairs were set up in the early afternoon and then separated early the next morning. All mouse studies were performed according to National Institutes of Health (NIH) and Public Health Service (PHS) guidelines and only after protocols were approved by the *Eunice Kennedy* *Shriver* National Institutes of Child Health and Human Development Animal Care and Use Committee.

### RNA analyses by qRT-PCR

RNAs were isolated from snap-frozen tissue samples using Tri-Pure (Sigma-Aldrich, 11667165001) and RNeasy Micro Kit (Qiagen, 74004), analyzed using a Thermo Fisher Scientific NANODROP 2000c to evaluate purity and yield, and then stored at −70°C. For qRT-PCR, complementary DNA (cDNA) samples were prepared with and without reverse transcriptase using random hexamer primers (Roche, 04 887 352 001). cDNAs were analyzed using SYBR Green (Roche, 04 887 352 001) on the Roche LightCycler 480 II (45 cycles with annealing at 60°C) using primers for *Wapl* (5′-AGAGAGTGTAACAGTGCATAATCC and 5′-ACTGCTGAATCAGGTCTTCACA), *Nipbl* (5′-CTGATGTGGTTGCAGCATGT and 5′-TGAGTACAAGCTTTCTTCACAGGT), and *Gapdh* (5′-TCAATGAAGGGGTCGTTGAT and 5′-CGTCCCGTAGACAAAATGGT). Assay specificity was demonstrated by melting curve analyses and gel electrophoresis. Statistical significance was evaluated using Student’s *t* test.

### RNA-seq library preparation and sequencing

Total RNA was extracted from snap-frozen, whole-brain tissue of female E17.5 embryos using Tri-Pure isolation reagent (Sigma-Aldrich, 11667165001) and Qiagen RNeasy Micro kit (Qiagen, 74004) with on-column deoxyribonuclease I treatment (Qiagen, 74004). Thermo Fisher Scientific NANODROP 2000c was used to evaluate purity and yield, and RNAs were stored at −70°C. Samples with RNA integrity numbers of >9.0 as determined using an Agilent BioAnalyzer were purified by oligo(dT). Libraries were prepared using an RNA Sample Prep V2 kit (Illumina) and sequenced on an Illumina HiSeq2500 platform. Paired-end reads (101 bp) were trimmed to remove adapters using cutAdapt v2.4 and mapped to the mouse genome mm10 (GRCm38.p6) using STAR v2.5.3a (*48*). The mapped reads were then counted using the featureCounts command of subread v1.64 (*49*). Sequencing and alignment quality was assessed using MultiQC v1.9 (*50*).

### Differential expression analysis

Count normalization and differential expression analyses were performed using the DESeq2 package in R (*38*). Before differential expression testing, genes with fewer than 10 normalized counts summed across all samples were removed. After differential expression testing, genes with an FDR-adjusted *P* value of <0.10 were called as differentially expressed and subjected to further analyses. PCAs considered the 2000 most variable genes and were performed using DESeq2’s plotPCA function using normalized, variance-stabilizing transformed counts. Sample-to-sample distances were calculated using the Euclidean distance formula considering the entire transcriptome and plotted using the Pheatmap R package version 1.0.12 (https://cran.r-project.org/web/packages/pheatmap/). The UpSetR package was used to visualize the overlap between DEG lists (*51*).

### Identification of transcriptional rescue

To identify genotype-dependent patterns of gene expression, significant genes were clustered and visualized using the degPatterns function from the DEGreport R package version 1.32.0 (https://bioconductor.org/packages/release/bioc/html/DEGreport.html, code accessed on 25 August 2022). For each gene, degPatterns first averaged the normalized counts across replicates within each genotype group and then implemented a DIANA clustering algorithm to group genes into clusters based on similar shifts in gene expression across genotypes. For visualization, expression values were *z* score–transformed.

To quantify the magnitude and consistency of transcriptional rescue for all genes called as differentially expressed, log_2_-transformed effect ratios were calculated where *WT* gene expression was the common denominator to (i) *Nipbl^+/−^* gene expression, (ii) *Wapl*^∆*/+*^ gene expression, and (iii) *Wapl*^Δ*/+*^ *Nipbl^+/−^* gene expression. Here, gene expression is equivalent to the normalized counts of a given gene averaged across the replicates of a given genotype. Effect ratios for DEGs were then plotted, comparing the magnitude of dysregulation imposed by the single heterozygotes—log_2_(*Nipbl^+/−^*/*WT*) or log_2_(*Wapl*^Δ*/+*^/*WT*)—to the magnitude of dysregulation imposed by the double heterozygotes—log_2_(*Wapl*^Δ*/+*^ *Nipbl^+/−^*/*WT*). Simple linear regression was then performed to obtain a regression line, the slope of which was used to summarize the difference in dysregulation imposed by the plotted genotypes. Note that by plotting log_2_(*Wapl*^Δ*/+*^ *Nipbl^+/−^*/*WT*) on the *y* axis and either log_2_(*Nipbl^+/−^*/*WT*) or log_2_(*Wapl*^Δ*/+*^/*WT*) on the *x* axis, slopes of <1 signify a lessened dysregulation of gene expression in the double heterozygotes. In addition, *R*^2^ values were obtained from the simple linear regression, providing an estimation of the consistency of the observed pattern. Because the plots in Fig. 6 show effects in the double mutants on genes that had been selected on the basis of their being significantly different from wild type in one or both single mutants, it seemed possible that some of the observed rescue was partly due to statistical regression to the mean or by false positives in the DEG lists. To control for this possibility, we repeated these analyses by adding the 1473 genes differentially expressed in double mutants and saw no significant change in the slopes of the regression lines obtained from those shown in Fig. 6. 

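With the genes called in either the single heterozygote or the double heterozygotes, the slope was 0.56 for *Nipbl+/-* and 0.56 for *Wapl*Δ*/+. Over all genes with a mean of at least 10 normalized counts it was 0.52 and 0.57.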

To investigate the rescue of *Nibpl* and *Wapl* dysregulation in each double-heterozygote sample separately, the normalized counts of all *Nipbl* DEGs (3506) or *Wapl* DEGs (1427) were plotted for each sample using the Pheatmap R package version 1.0.12 (https://cran.r-project.org/web/packages/pheatmap/). For visualization, the normalized counts of each gene were *z* score–normalized across samples.

### Protein analyses

Proteins were extracted from E17.5 mice brains in 1 ml of T-PER tissue protein extraction buffer (Thermo Fisher Scientific, 78510) and 10 μl of protease inhibitor cocktail (Thermo Fisher Scientific, 78437). Samples were homogenized using 1.6-mm zirconium beads (BenchMark D1032-15) and centrifuged at 10,000*g* for 10 min at 4°C. The supernatant was spun for 10 additional minutes at 4°C to remove any insoluble material and stored at −80°C for later use. Protein yields were quantified using Bradford protein assay (Bio-Rad, #5000006).Thirty micrograms of protein was fractionated by electrophoresis on 10% SDS–polyacrylamide gel electrophoresis (PAGE) gels at 100 V for 1.5 hours and then transferred to a 0.2-μm nitrocellulose membrane at 100 V for 1.5 hours. The following antibodies were used: WAPL [1:1000; Cell Signaling Technology (CST), D9J1U], glyceraldehyde-3-phosphate dehydrogenase (GAPDH; 1:2000; CST, #2118S), and anti-rabbit immunoglobulin G (IgG), horseradish peroxidase (HRP)–linked antibody (1:5000; CST, #7074).

# Supplementary material for: Decreasing Wapl dosage partially corrects embryonic growth and brain transcriptome phenotypes in Nipbl+/− embryos
**Source:** Sci Adv. 2022 Nov 30;8(48):eadd4136. doi: 10.1126/sciadv.add4136
**Supplement:** Supplementary file 1 — Figs. S1 to S7

Supplementary Materials for  
**Decreasing *Wapl* dosage partially corrects embryonic growth and brain transcriptome phenotypes in *Nipbl*<sup>+/-</sup> embryos**

Connor M. Kean *et al.*

*Sci. Adv.* **8**, eadd4136 (2022)  
DOI: 10.1126/sciadv.add4136

**The PDF file includes:**

Figs. S1 to S7  
Legends for tables S1 to S21

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S21

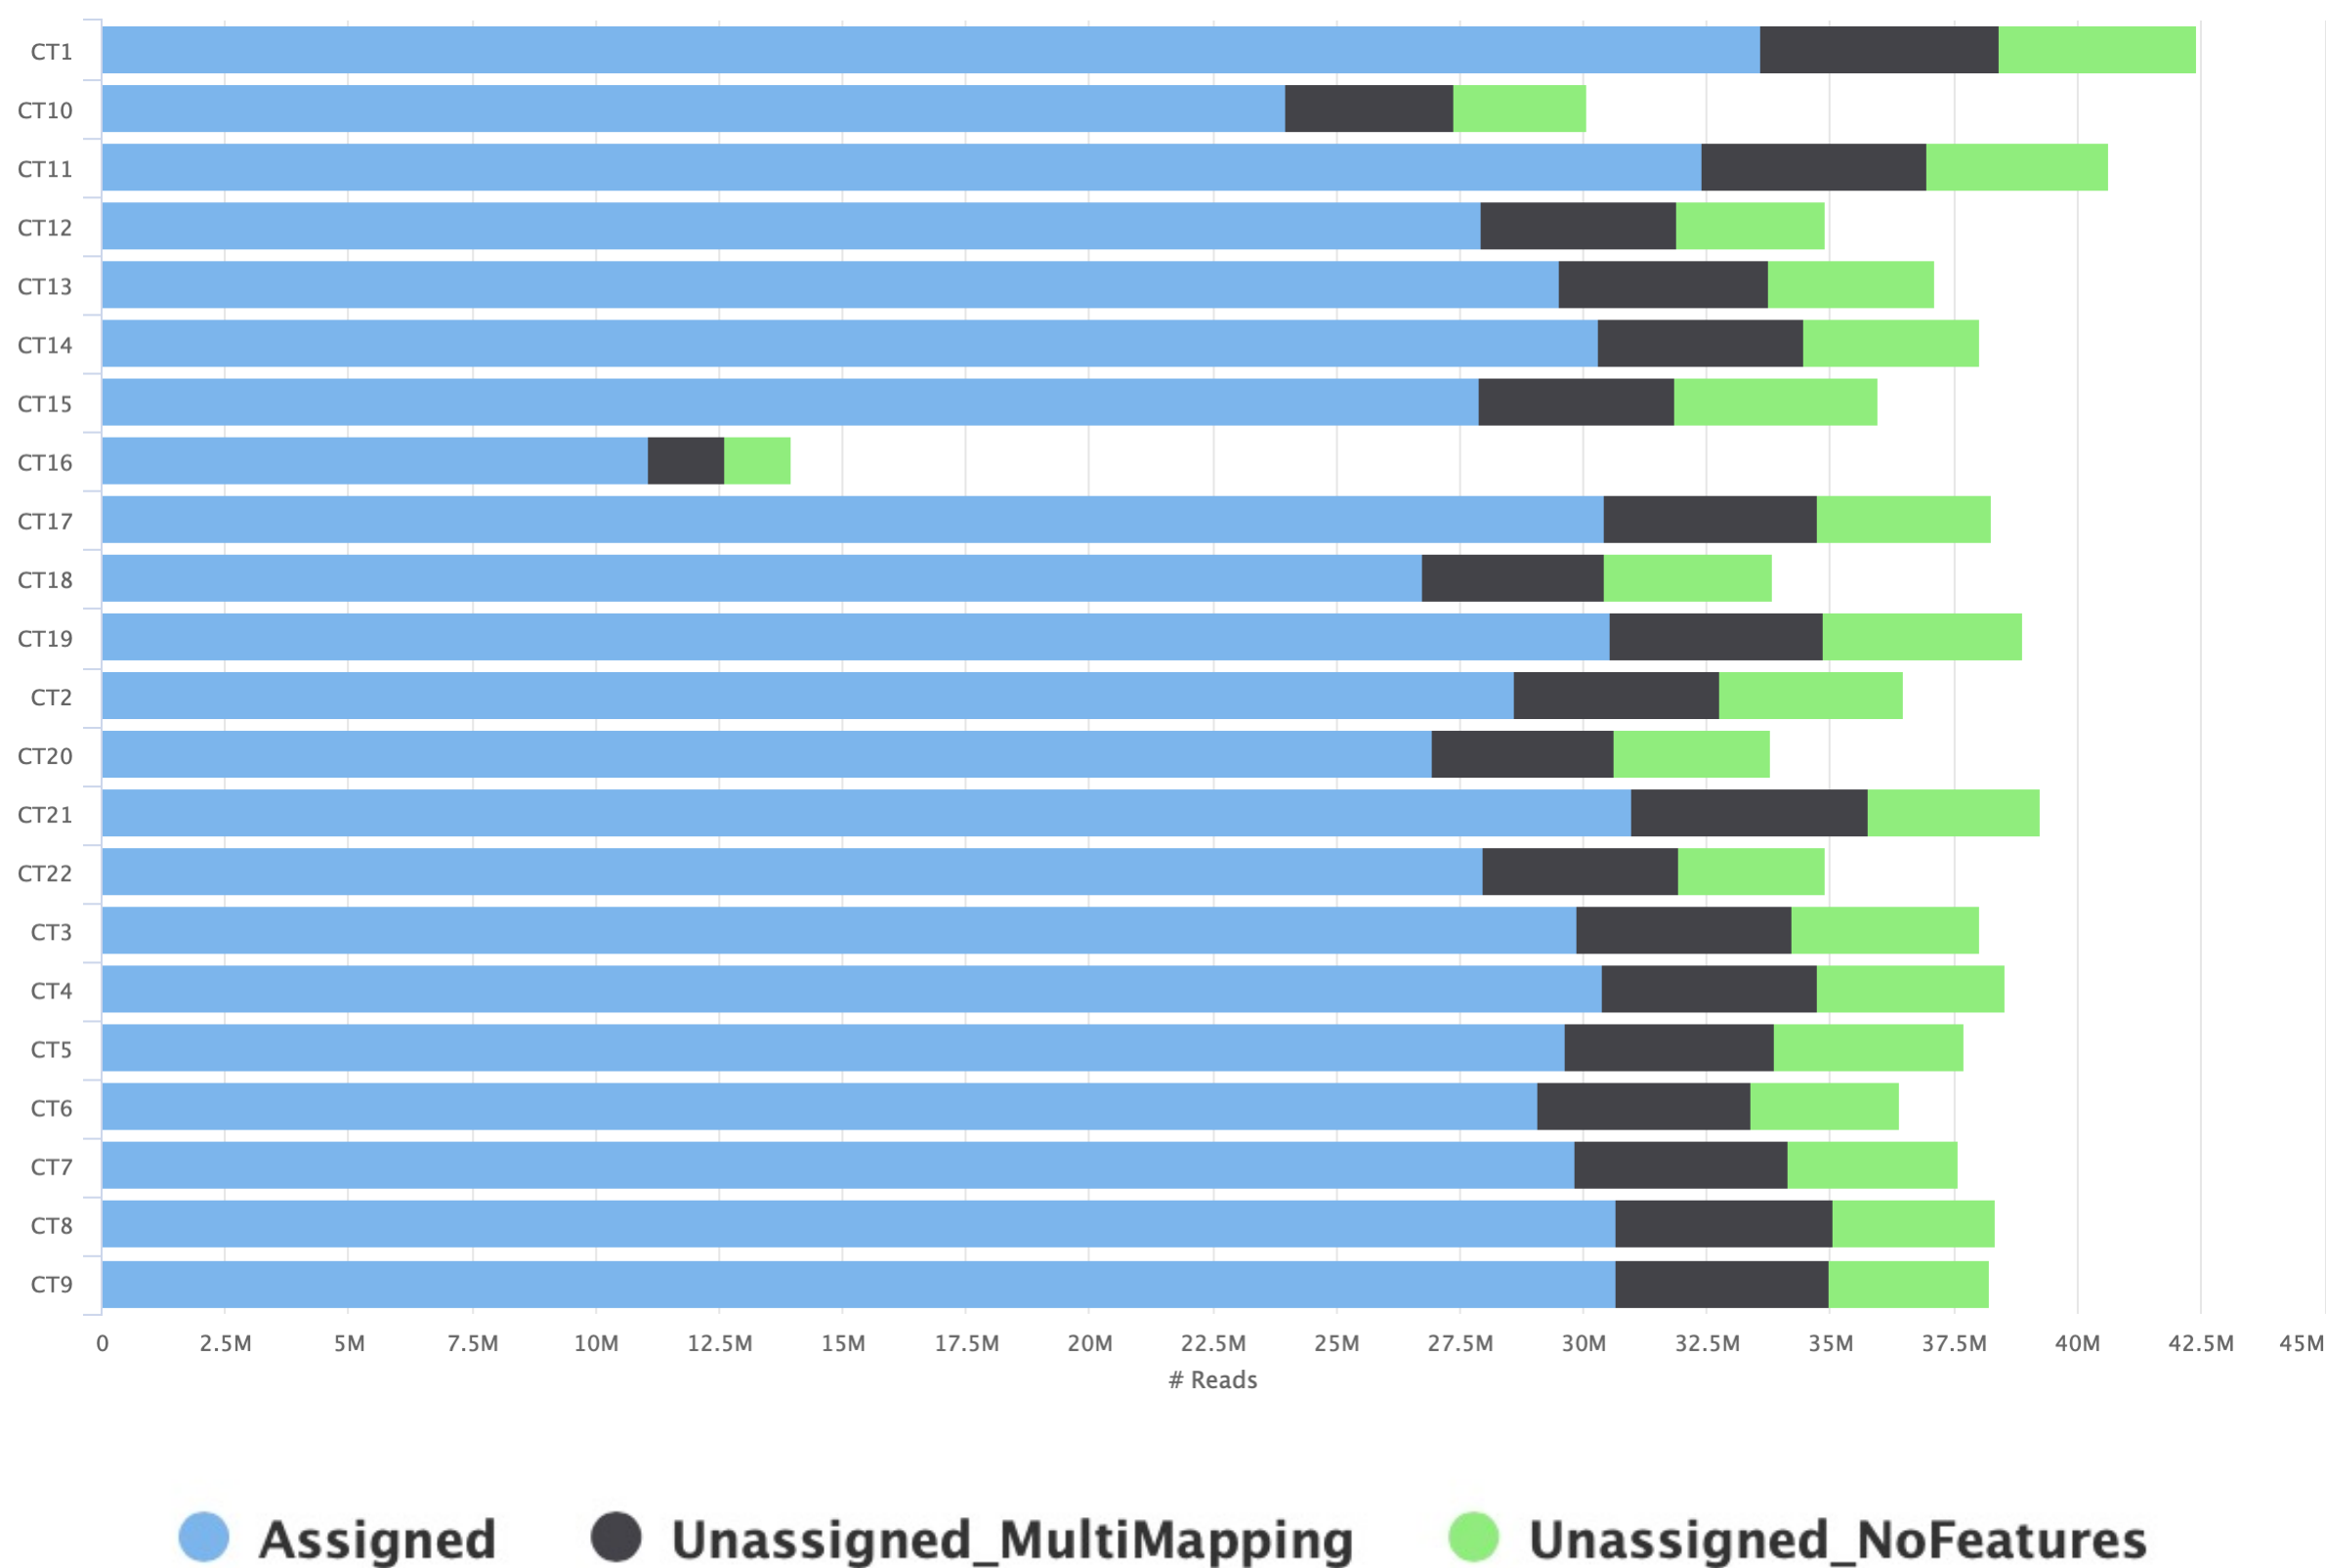

**Figure S1. RNA sequencing quality control assessment.** RNAs were isolated from E17.5 brains and poly(A) molecules were sequenced as described in Methods. Sequencing quality was analyzed using MultiQC software. This graph depicts the number of uniquely mapped reads for each sample. Sample CT16, from a *Nipbl*<sup>+/−</sup> animal, was excluded from further analyses based on the failure to generate sufficient reads.

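The totals of the deposited table count reads on genes, not uniquely mapped reads, and the lowest of the 21 belongs to *Wapl*Δ*/+ replicate 5, with 25682566.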

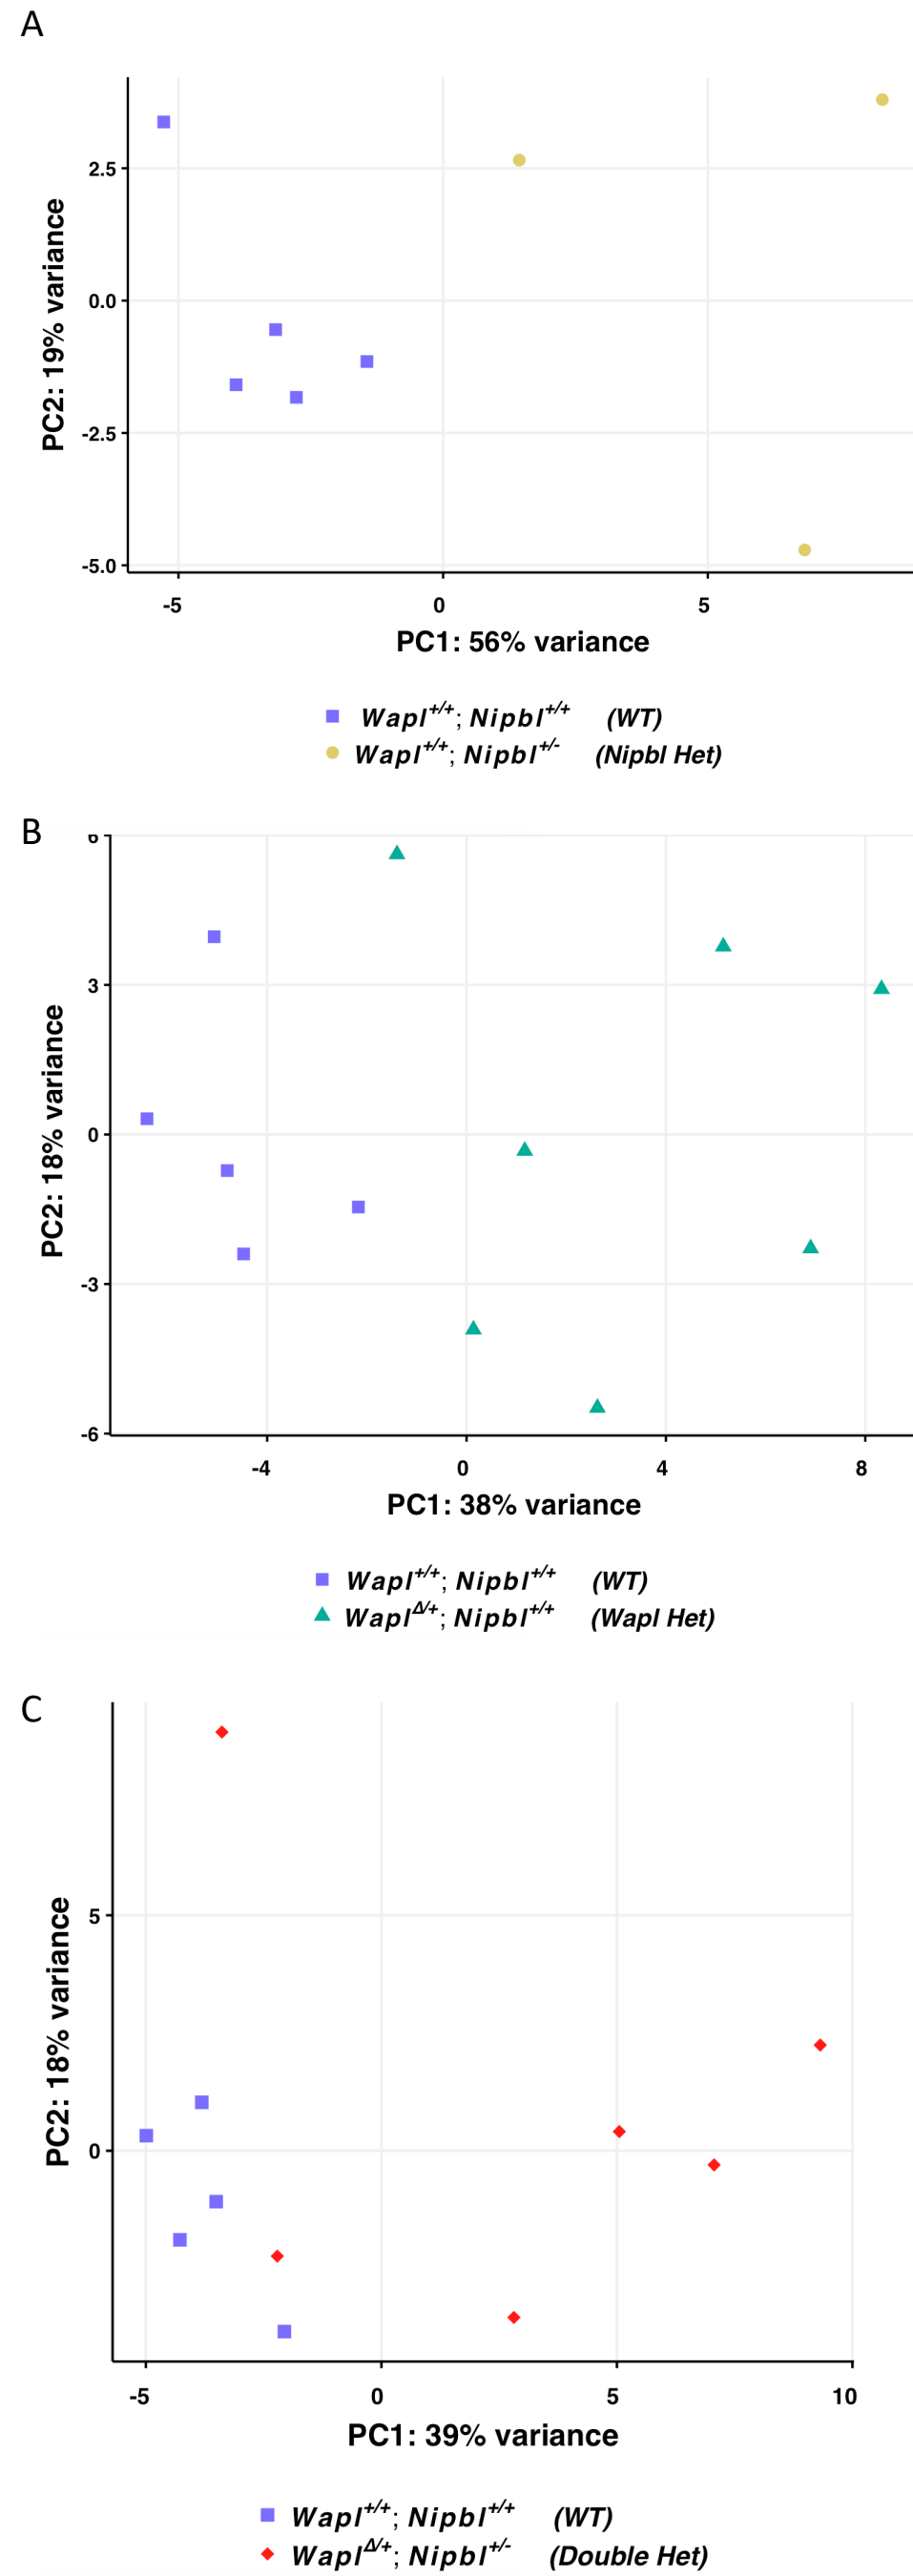

**Figure S2. Pairwise Principal Component Analyses.** A-C. PCAs were performed as described in Methods. Wild type samples (purple squares) are plotted pairwise against (A) *Nipbl*<sup>+/-</sup> (yellow circles), (B), *Wapl*<sup>Δ/+</sup> (green triangles), and (C) *Wapl*<sup>Δ/+</sup>; *Nipbl*<sup>+/-</sup> (red diamonds) replicates. Both *Nipbl*<sup>+/-</sup> and *Wapl*<sup>Δ/+</sup> replicates cluster distinctly from wild type replicates. *Wapl*<sup>Δ/+</sup>; *Nipbl*<sup>+/-</sup> double heterozygote replicates do not cluster distinctly from wild type samples; instead, they display varying levels of similarity to wild type samples.

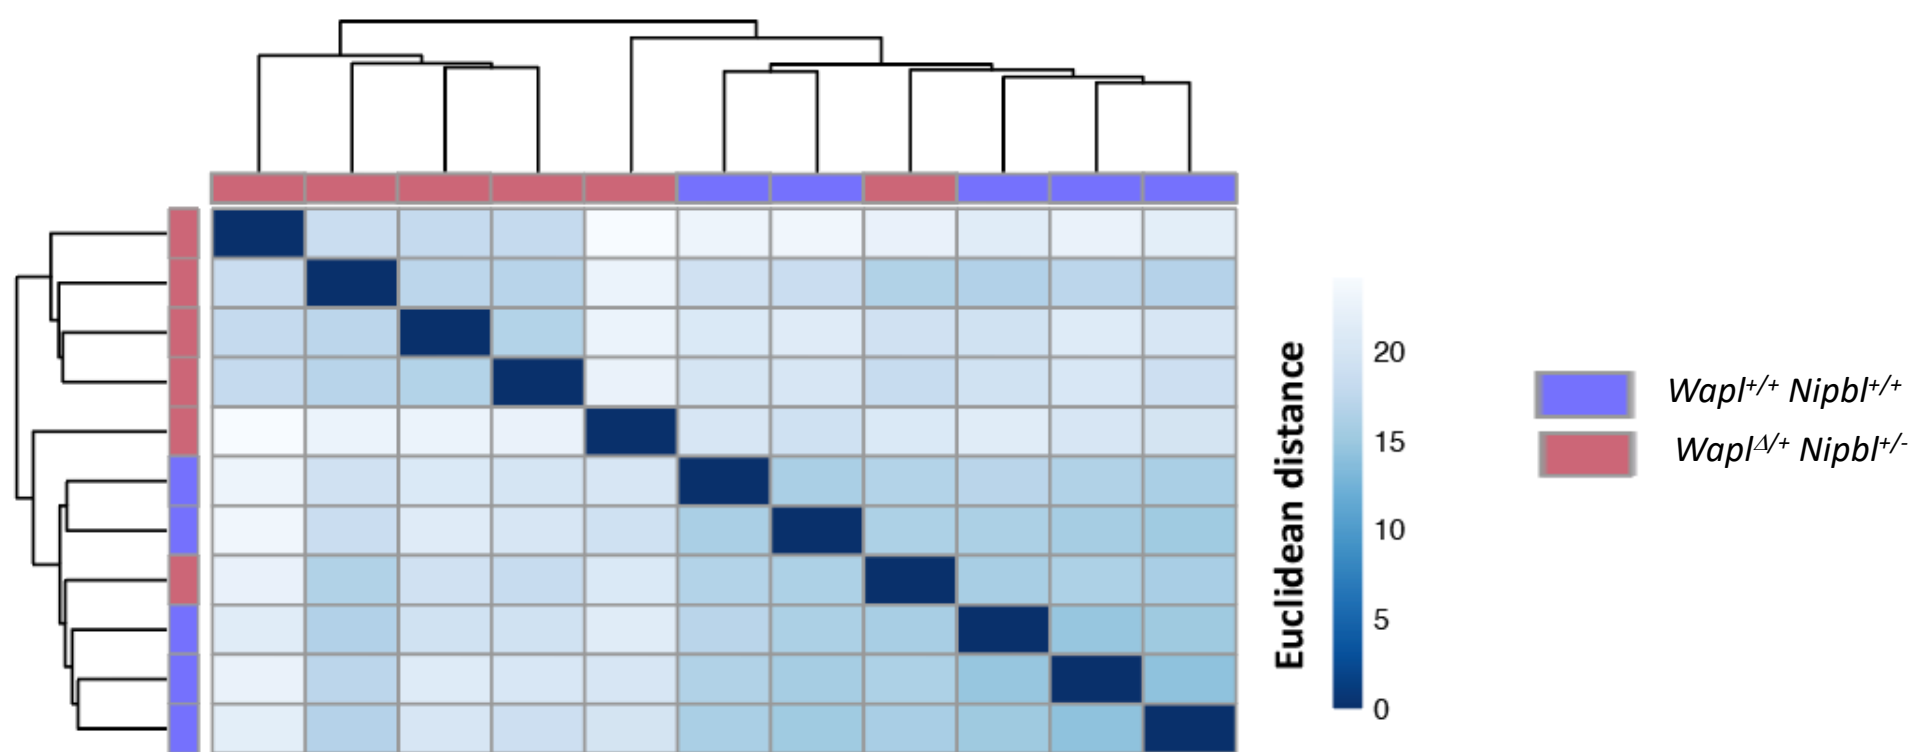

**Figure S3. Heatmap of sample to sample distance.** Two double heterozygote samples cluster with wild type samples.

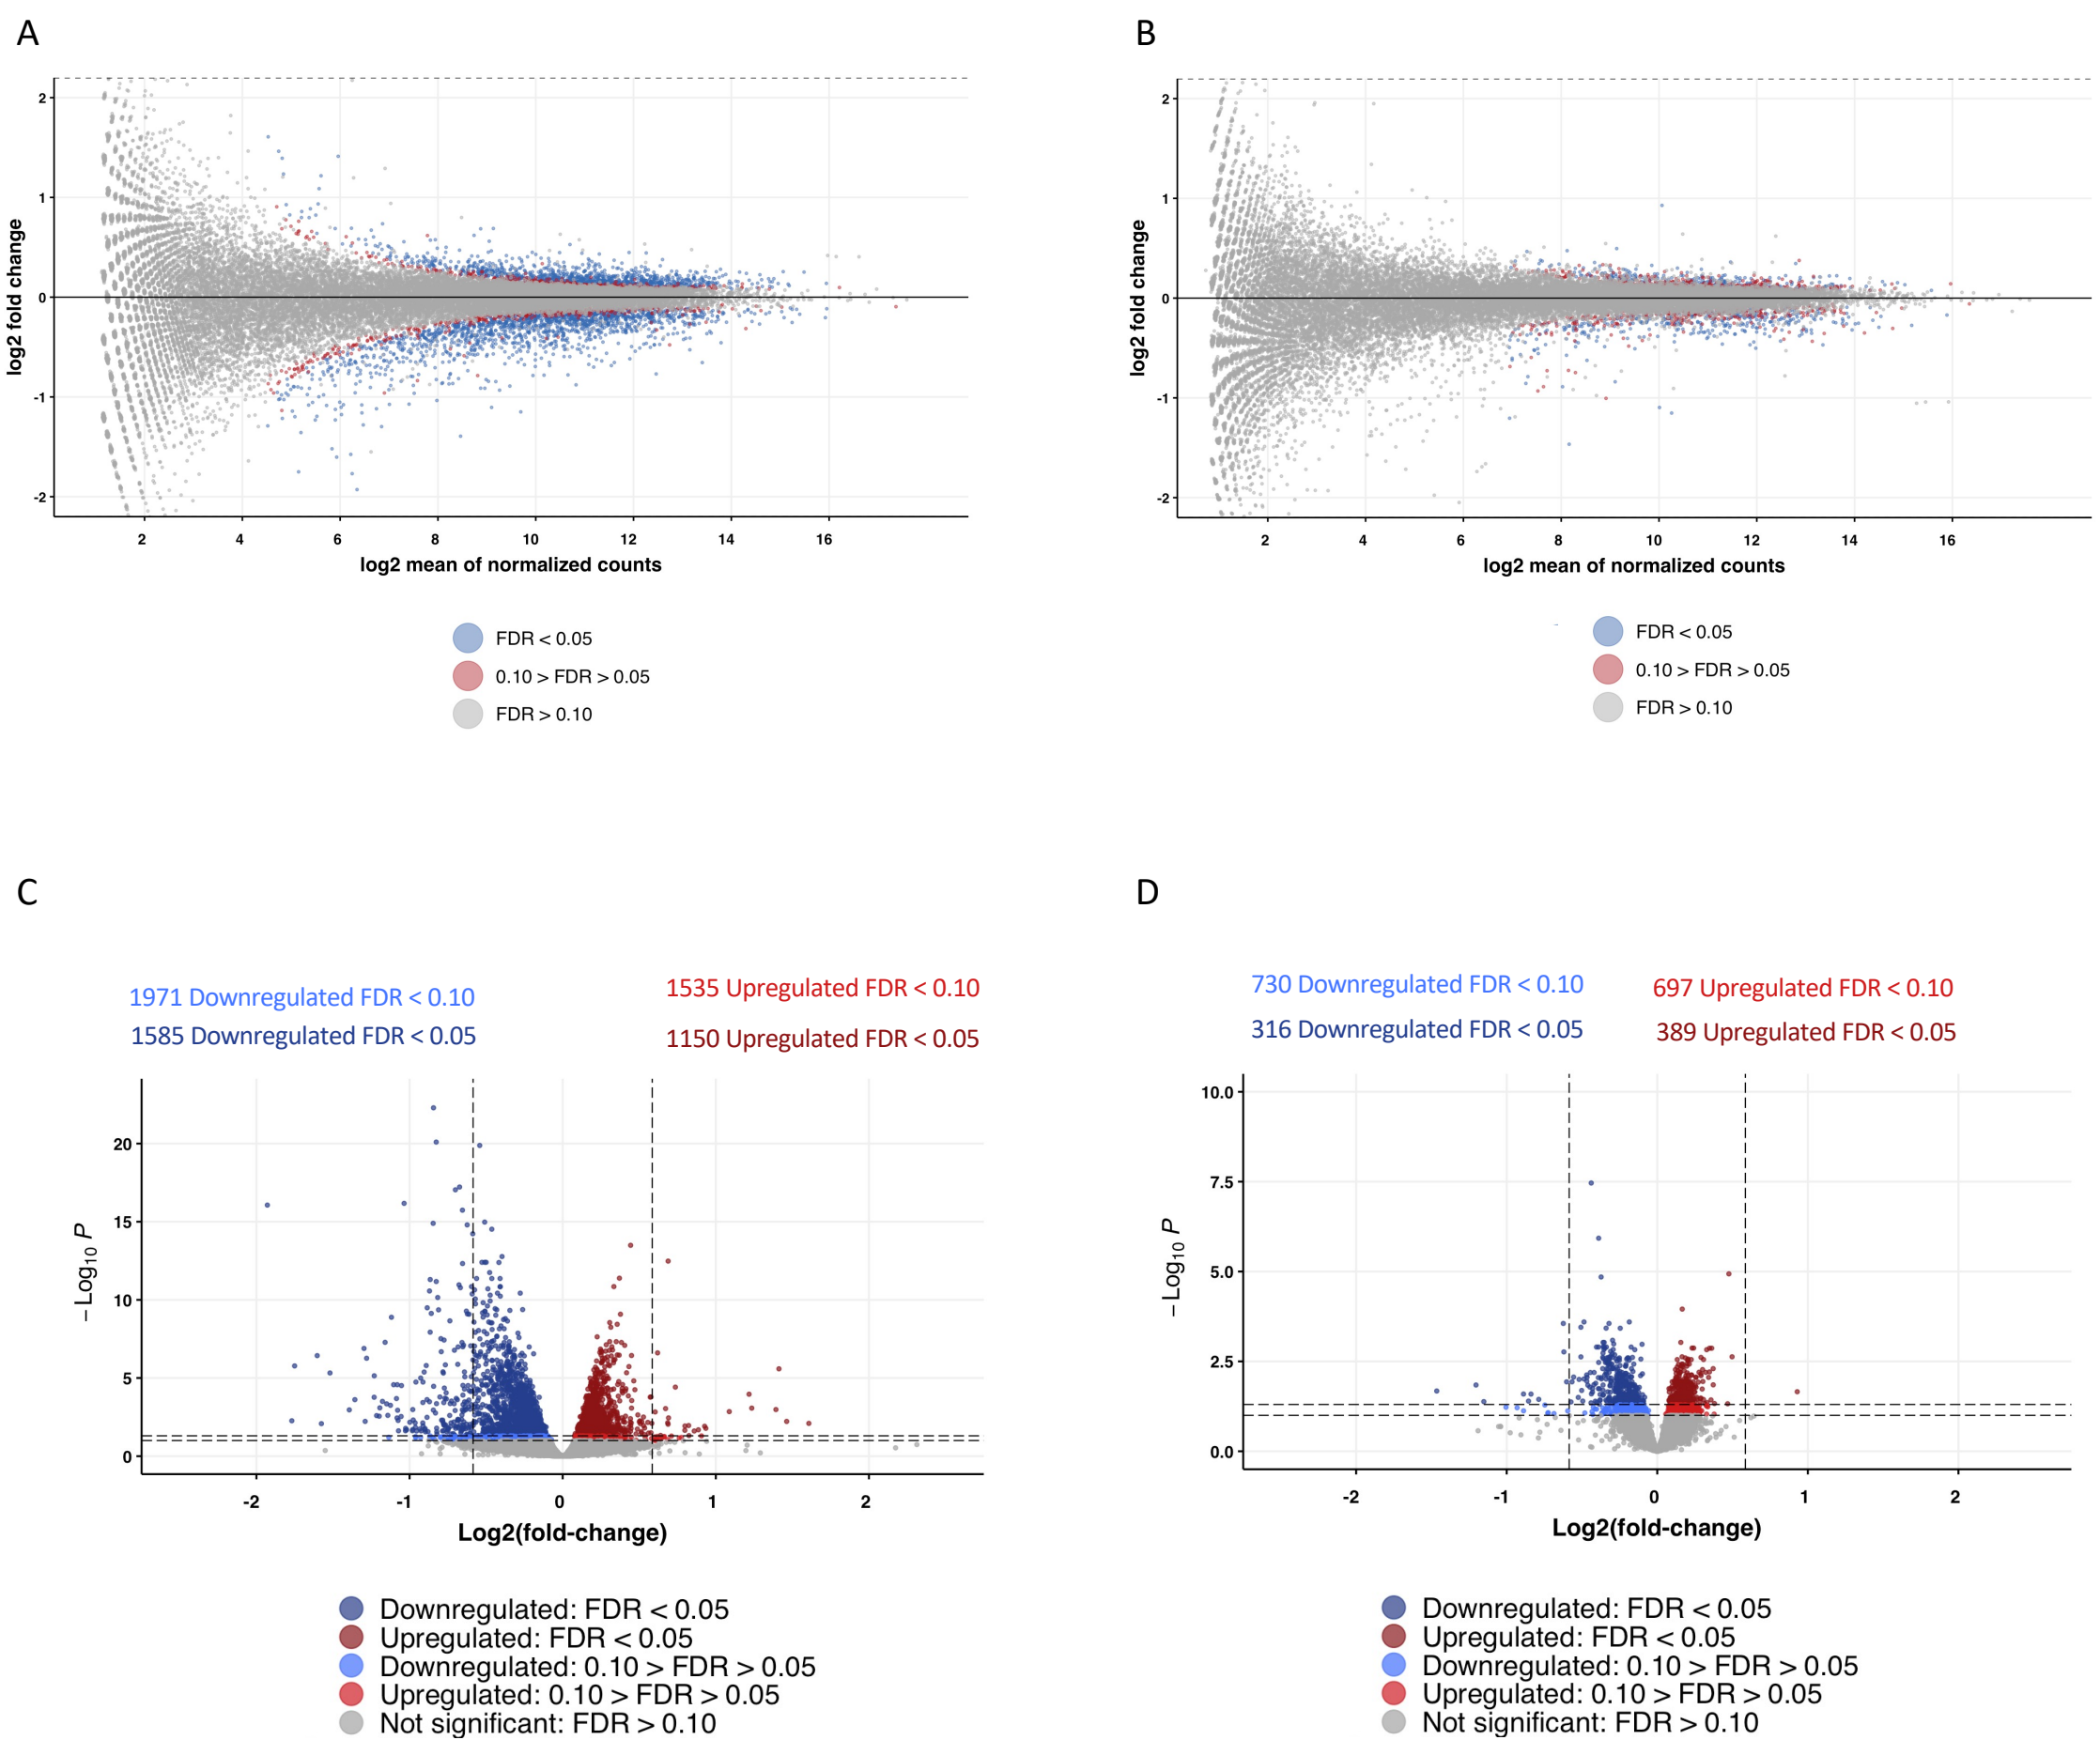

**Figure S4. Statistical significance of differentially expressed genes.** MA plots for wild type vs. *Nipbl*<sup>-/-</sup> (**A**) and wild type vs. *Wapl*<sup>Δ/+</sup> (**B**) samples. Blue dots denote genes that are called as differentially expressed using an FDR threshold of 0.05. Red dots denote additional genes that are called as differentially expressed when using an FDR threshold of 0.10. Lowering the FDR threshold results in fewer DEG calls across the entire range of expression levels in both comparisons. Volcano plots for wild type vs. *Nipbl*<sup>-/-</sup> (**C**) and wild type vs. *Wapl*<sup>Δ/+</sup> (**D**) samples. Light blue dots (downregulated) and light red dots (upregulated) represent genes that are called as DE using an FDR threshold of 0.10 but are not called as DE using an FDR threshold of 0.05. Dark blue dots and dark red dots represent genes that are called as DE using either FDR threshold. Genes *Nipbl* (adjP = 9.65E-39) and *Pcdhb17* (adjP = 7.71E-37) are not displayed on panel **C** while *Wapl* (adjP = 1.52E-65) is not displayed on panel **D**.

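At an adjusted *P* below 0.05, edgeR called 2405 genes in *Nipbl+/-* and 181 in *Wapl*Δ*/+ brains, against 3422 and 677 at 0.10.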

A

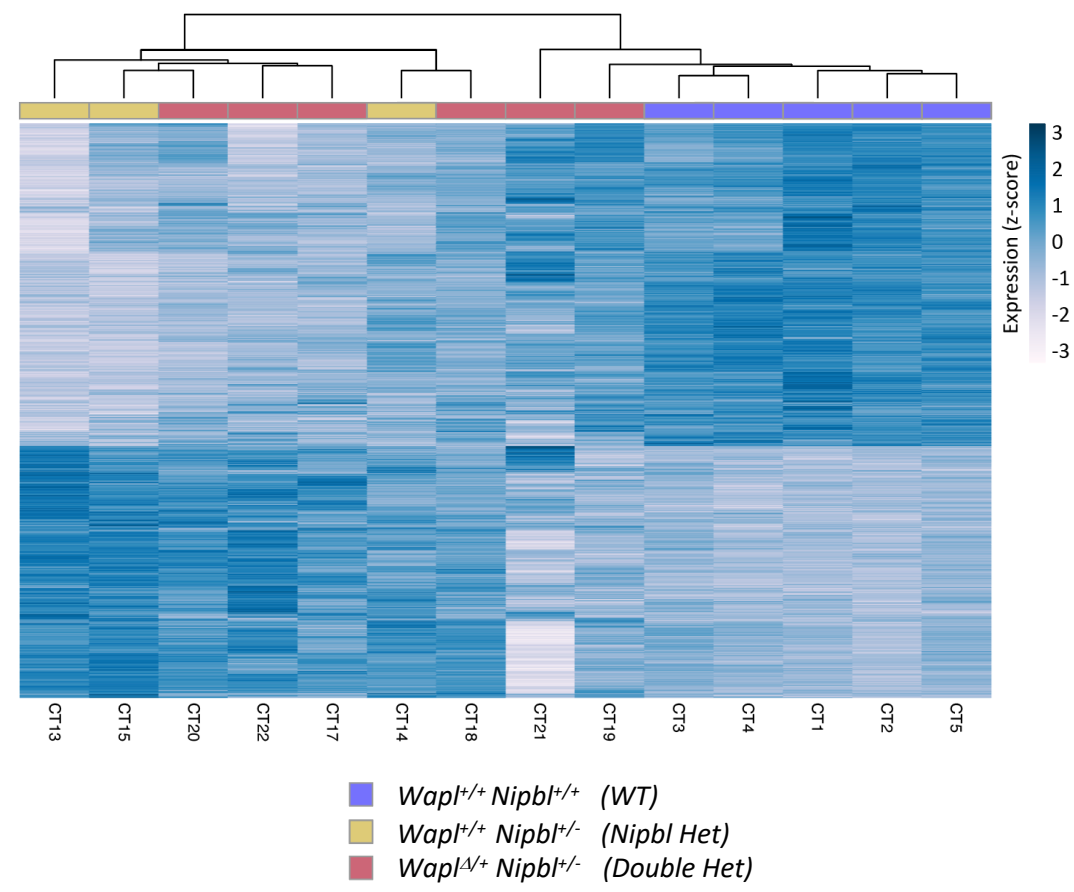

B

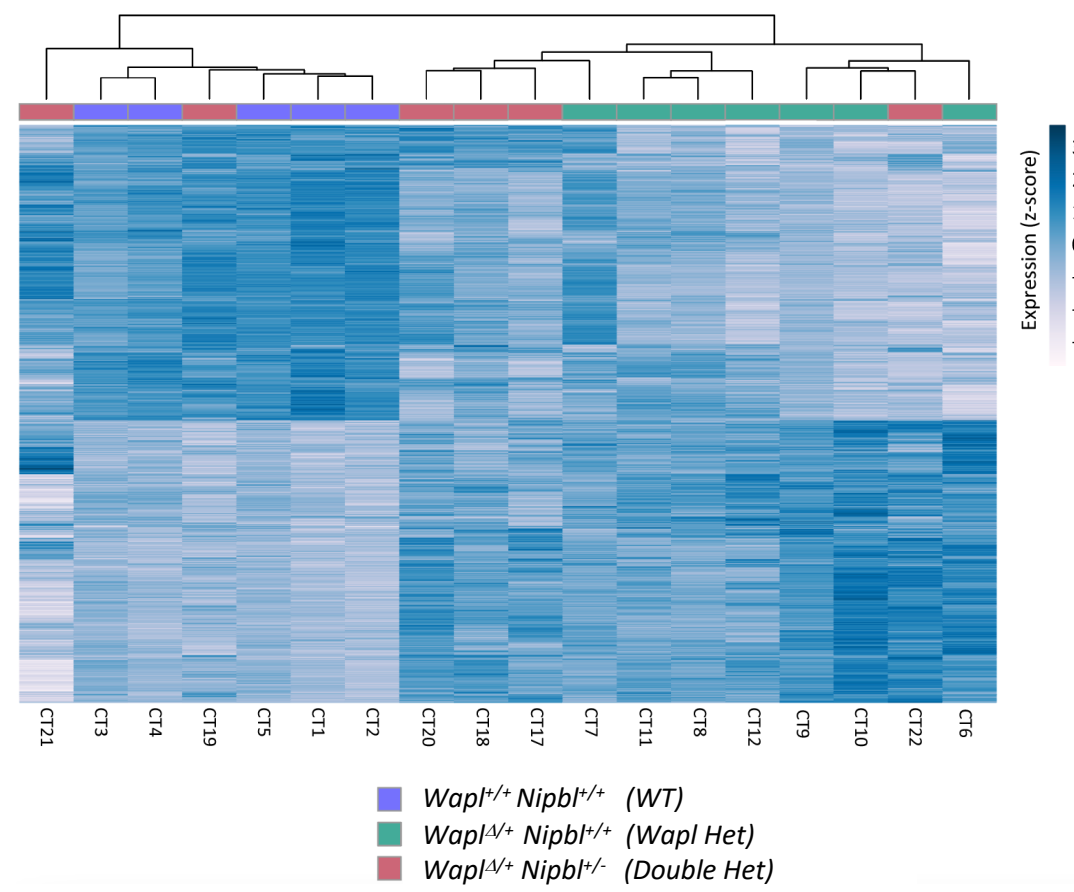

**Figure S5. Heatmaps comparing expression of differentially expressed genes in wild type, single mutant, and double mutant samples. A.** Analysis of the 3506 genes that are differentially expressed in *Nipbl*<sup>+/-</sup> relative to wild type samples. **B.** Analysis of the 1427 genes that are differentially expressed in *Wapl*<sup>Δ/+</sup> relative to wild type.

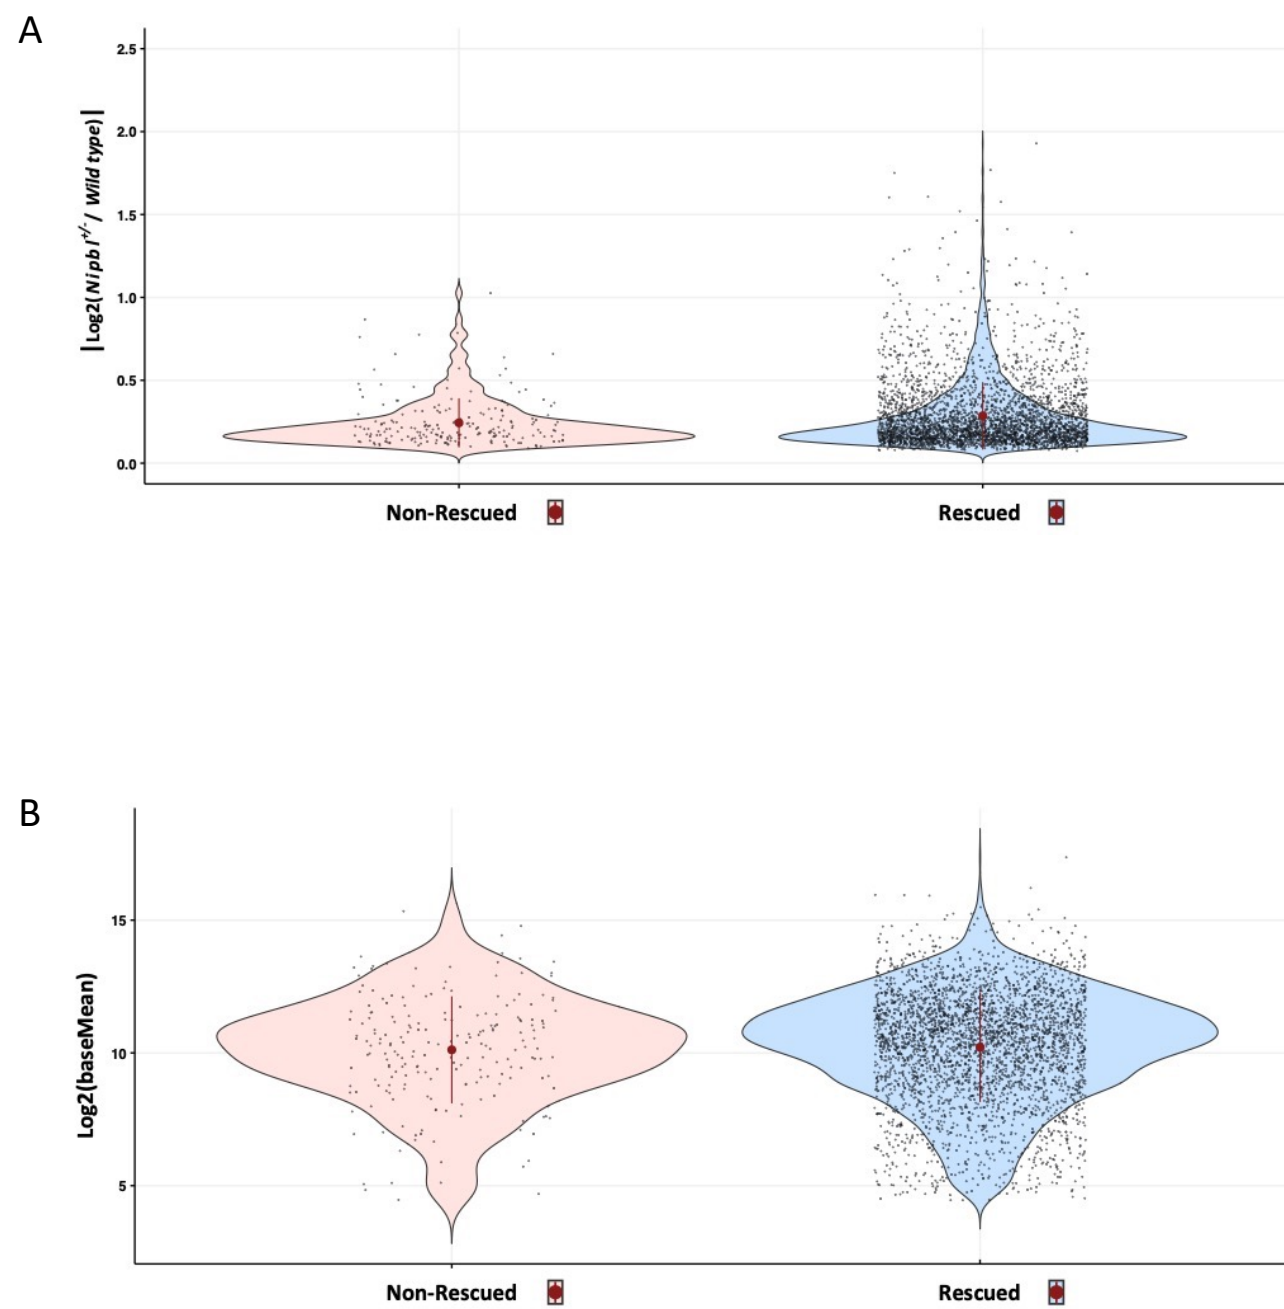

**Figure S6. Characterization of genes rescued and not rescued from *Nipbl*<sup>+/-</sup> dysregulation.** Violin plots displaying the absolute-value  $\log_2(\text{Fold-change})$  of wild type vs. *Nipbl*<sup>+/-</sup> brains **(A)** and the level of expression **(B)** of genes that were not rescued by concomitant *Wapl* depletion compared to genes that were rescued by concomitant *Wapl* depletion. Small gray dots represent the values for individual genes, whereas the dark red center dot and line represent the mean value across all genes and the standard deviation across all genes respectively. Non-rescued genes possess a mean  $\log_2(\text{fold-change})$  magnitude of 0.24 compared to a mean of 0.29 for rescued genes. Non rescued genes possess a mean  $\log_2(\text{baseMean})$  value of 10.12 compared to a mean of 10.22 for rescued genes. Rescued genes Gm8210 ( $\log_2(\text{FC}) = -8.89$ ) and mt-Nd3 ( $\log_2(\text{FC}) = -3.64$ ) are not displayed on panel **A**.

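In these data, nonrescued genes had the lower mean absolute change on the edgeR scale, and with DESeq2 the means were 0.23 for nonrescued and 0.29 for rescued genes.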

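With DESeq2's size factors and calls, the mean log2 normalized counts of nonrescued and rescued genes were 10.19 and 10.22.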

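*Gm8210* had 199 and 236 counts in *WT* replicates 2 and 3 and no more than 3 in every other library, so that its fitted log2 fold change in *Nipbl+/-* brains (-9.46, edgeR adjusted *P* = 0.0692) rests on those 2 brains. It lost its call without either of them (-8.88 and -8.67) and without any of the 3 *Nipbl+/-* libraries (-9.45, -9.45 and -9.47). *mt-Nd3* had a fitted log2 fold change of -3.56 (edgeR adjusted *P* = 0.0814) in *Nipbl+/-* brains. It stood at 75 and 83 counts in *WT* replicates 5 and 4 and at no more than 6 counts in the other 3 *WT* brains, and it was no longer called without *WT* replicate 4 or 5 (-2.90 and -3.02) or without any of the 3 *Nipbl+/-* libraries (-3.94, -3.63 and -3.20).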

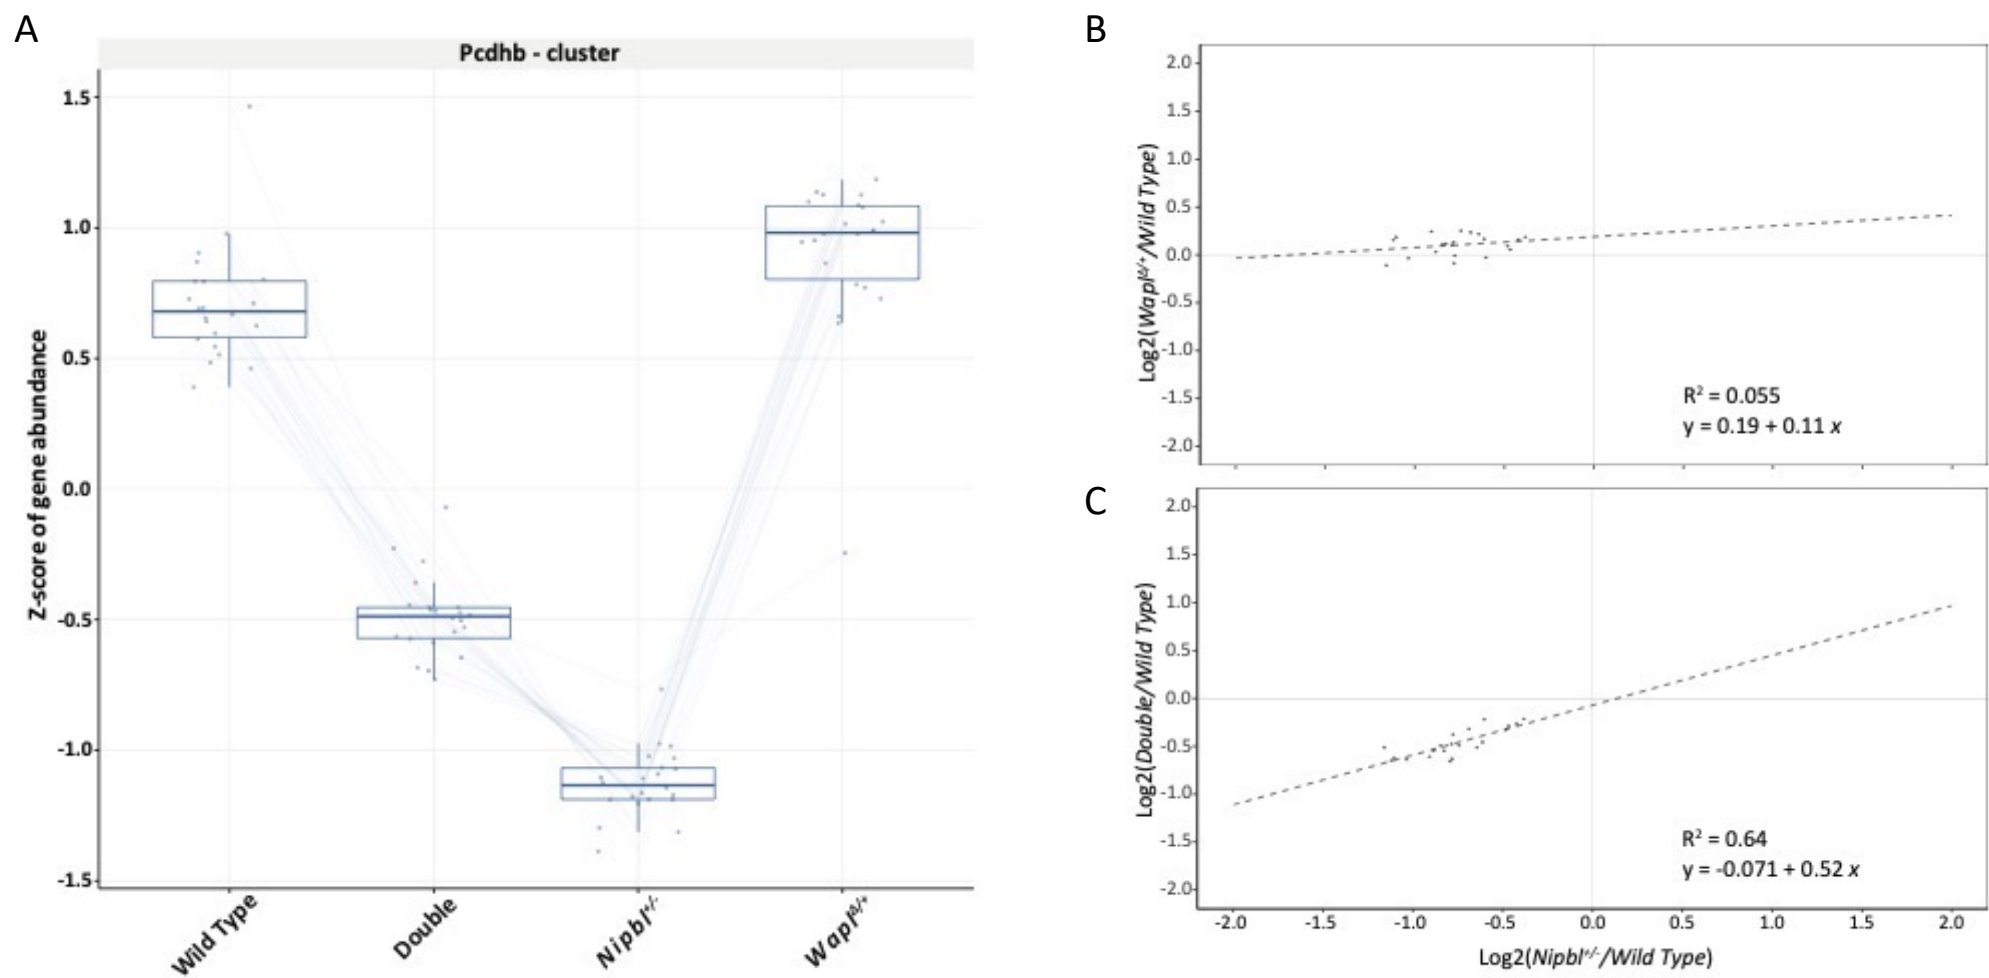

**Figure S7. Dysregulation at the *Protocadherin beta* cluster.** **A.** 21 *Protocadherinb* genes are dysregulated in *Nipbl*<sup>+/-</sup> brains and all are partially rescued by concomitant reduction in *Wapl* gene function. For each beta protocadherin gene, normalized counts from wild type, double heterozygotes (*Wapl*<sup>Δ/+</sup> *Nipbl*<sup>+/-</sup>), *Nipbl*<sup>+/-</sup>, and *Wapl*<sup>Δ/+</sup> samples were plotted. **B.** Linear regression analyses describing dysregulation phenotypes of 21 beta protocadherin genes. Each gene is plotted according to its dysregulation phenotype in *Nipbl*<sup>+/-</sup> (x axis) and in *Wapl*<sup>Δ/+</sup> (y axes). In *Nipbl*<sup>+/-</sup> samples, genes are down regulated to between 45-72% of levels seen in wild type littermates (adjusted p values range between 0.01 to <0.001). In *Wapl*<sup>Δ/+</sup> samples, only two genes are dysregulated (*Pcdhb3* and *Pcdhb17*). These are each upregulated (adjusted p values range between 0.05 and 0.07). **C.** Linear regression analyses describing rescue of *Nipbl*-associated mis-expression phenotypes in *Wapl*<sup>Δ/+</sup> *Nipbl*<sup>+/-</sup> double mutants. For each beta cluster gene, the magnitude of dysregulation in double mutants is plotted against the dysregulation in the *Nipbl* heterozygotes. A slope of 1 would indicate no rescue while a slope of 0 would indicate full rescue. Overall, reducing *Wapl* gene dosage rescues about 48% of the *Nipbl* transcriptional defect.

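The slope of the double-heterozygote on the *Nipbl+/-* log2 ratios over the 22 *Pcdhb* genes was 0.58 (*R*2 = 0.780), or 41.9% rescue. It ranged from 0.14 to 0.81 for single double-heterozygote libraries (SD 0.284, n = 6). The 22 genes are not only the 21 called in *Nipbl+/-* brains. They include *Pcdhb1*, whose mean of 1.81 normalized counts leaves its ratios without precision.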

## List of Supplementary Tables

Table S1. *Wapl*<sup>Δ/+</sup> weanings are viable and fertile.

Table S2. *Wapl*<sup>Δ/Δ</sup> weanings are non-viable.

Table S3. *Wapl*<sup>Δ/Δ</sup> blastocysts are non-viable.

Table S4. *Wapl*<sup>Δ/Flox</sup> weanings are not viable.

Table S5. Effect of *Wapl* and *Nipbl* mutations on embryo size at e17.5.

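Table S5 lists the weight of each embryo at E17.5 with its litter, cross and genotype. Of 95 embryos listed, in 15 litters, 2 with a *Nipbl* flox genotype and 11 with a *Wapl Flox/+* genotype were left out, and *Wapl*Δ*/+ and *Wapl* Δ*/Flox embryos were pooled, which left 82. Weights were 0.993 ± 0.0847 g (SD, n = 13) in wild-type embryos, 0.604 ± 0.100 g (SD, n = 7) in *Nipbl+/-* embryos, 0.918 ± 0.141 g (SD, n = 33) in *Wapl*Δ*/+ embryos and 0.673 ± 0.114 g (SD, n = 29) in double heterozygotes. A linear model with both genotypes, their interaction and the litter was tested by permuting the genotypes together within litters 100000 times (two-sided). The *Nipbl* mutation changed the weight by -0.357 g (permutation *P* = 1e-05, the smallest that this number of permutations can give). The *Wapl* deletion changed it by 0.0807 g in *Nipbl+/-* embryos (permutation *P* = 0.288) and by -0.0368 g in embryos with both *Nipbl* copies (permutation *P* = 0.525), and the interaction was 0.117 g (permutation *P* = 0.223). Since both genotypes are shuffled together, the permuted weights carry the *Nipbl* effect as well, which widens the distribution against which the deletion and the interaction are judged, so these *P* values are no sharp test of either. The gain in *Nipbl+/-* embryos was 22.6% of the deficit. In a second scheme, each genotype was permuted within litters among embryos alike in the other genotype. It was chosen after the *P* values of the first scheme had been seen, and it gave permutation *P* values of 0.0541 for the *Wapl* deletion in *Nipbl+/-* embryos, 0.140 for the deletion with both *Nipbl* copies and 0.0179 for the interaction. For the *Nipbl* mutation it gave 0.0833, the smallest *P* it can give, since embryos without the deletion allow 12 arrangements within litters, so this value says nothing against the effect. Without embryos that carry a *Wapl Flox* allele, the first scheme gave 0.0703 g for the deletion in *Nipbl+/-* embryos (permutation *P* = 0.373, 60 embryos), and without the litter in the model 0.0693 g (permutation *P* = 0.386). Counting *Wapl Flox/+* embryos as wild type for *Wapl* gave 0.0818 g (permutation *P* = 0.171, 93 embryos). Within cross 1 the deletion changed the weight of *Nipbl+/-* embryos by 0.0386 g (permutation *P* = 0.647, 32 embryos) and within cross 2 by 0.184 g (permutation *P* = 0.302, 50 embryos). Cross 1 held 5 *Nipbl+/-* embryos without the deletion and cross 2 only 2, so the value of cross 2 rests on 2 embryos for its reference.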

Table S6. Genes differentially expressed in *Nipbl*<sup>+/-</sup> e17.5 mouse embryonic brain.

Table S7. Genes differentially expressed in *Wapl*<sup>Δ/+</sup> e17.5 mouse embryonic brain.

Table S8. Genes differentially expressed in *Nipbl*<sup>+/-</sup> e17.5 mouse embryonic brain grouped by their pattern of expression across *Nipbl* Het, Double Het, and WT genotypes.

Table S9. Effect ratios comparing dysregulation in *Nipbl*<sup>+/-</sup>, *Wapl*<sup>Δ/+</sup>, and double heterozygotes to Wild Type.

Table S10. Genes differentially expressed in *Wapl*<sup>Δ/+</sup> e17.5 mouse embryonic brain grouped by their pattern of expression across *Wapl* Het, Double Het, and WT genotypes.

Table S11. Genes differentially expressed in both *Nipbl*<sup>+/-</sup> and *Wapl*<sup>Δ/+</sup> e17.5 mouse embryonic brain grouped by their pattern of expression across *Nipbl* Het, *Wapl* Het, Double Het, and WT genotypes.

Table S12. Functional Classification of RNAs downregulated in *Nipbl*<sup>+/-</sup> E17.5 brain samples.

Table S13. Functional Classification of RNAs upregulated in *Nipbl*<sup>+/-</sup> E17.5 brain samples.

Table S14. Functional Classification of RNAs downregulated in *Wapl*<sup>Δ/+</sup> E17.5 brain samples.

Table S15. Functional Classification of RNAs upregulated in *Wapl*<sup>Δ/+</sup> E17.5 brain samples.

Table S16. Differential expression analysis of non-rescued *Nipbl* DEGs.

Table S17. Functional Classification of RNAs downregulated in *Nipbl*<sup>+/-</sup> E17.5 brain samples but rescued in *Nipbl*<sup>+/-</sup> *Wapl*<sup>Δ/+</sup> samples.

Table S18. Functional Classification of RNAs upregulated in *Nipbl*<sup>+/-</sup> E17.5 brain samples but rescued in *Nipbl*<sup>+/-</sup> *Wapl*<sup>Δ/+</sup> samples.

Table S19. Functional Classification of RNAs dysregulated in *Nipbl*<sup>+/-</sup> E17.5 brain samples but not rescued in *Nipbl*<sup>+/-</sup> *Wapl*<sup>Δ/+</sup> samples.

Table S20. Differential expression analysis at the clustered protocadherin locus.

Table S21. PCR primers and conditions.

How the deposited data were processed for this re-analysis (not part of the article)

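The deposited data are raw counts of reads on genes for 21 libraries of poly(A) RNA from brains of female embryos at E17.5: 5 *WT*, 7 *Wapl*Δ*/+, 3 *Nipbl+/-* and 6 double heterozygotes. The authors trimmed the paired-end reads with cutAdapt, mapped them with STAR to mm10 and counted them with featureCounts; the annotation, strand setting and treatment of reads on several genes are not stated in the text. Groups were taken from the sample labels, and a further library, excluded by the authors, was not analysed here. Total counts ran from 25682566 to 35818767 per library (median 31830396).

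Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test), limma 3.58.1 (camera and fry) and DESeq2 1.42.0 (principal components, spread and an alternative test). Genes with at least 10 normalized counts summed over the libraries were tested, and those with a Benjamini-Hochberg adjusted *P* below 0.10 were called. Each comparison of 2 groups was fitted on its own libraries, and the interaction of the genotypes on all 4 groups. Rescue was measured as the least-squares slope, with an intercept, of log2 ratios of group means, by the order of group means and by direct tests. Where genes were selected and measured on separate libraries, the slope was a ratio of covariances instead. Gene coordinates came from a reference table for GRCm38 that matched 24076 of the tested genes by symbol and 260 by synonym, and 6216 not at all. On simulated counts with 200 changed genes, the edgeR test called 173, 181 and 181 of them in groups of the sizes of the *Nipbl+/-*, *Wapl*Δ*/+ and double-heterozygote comparisons, and 31, 24 and 22 unchanged genes.

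The genes named are *Wapl*, *Nipbl*, those the paper names, *Gh* from the marker lists, and for each mutant group the 3 largest increases and decreases among called genes with a mean of at least 1 CPM and no overlap between the groups. The comparisons, tests, thresholds, this rule and most alternatives were chosen before the data were examined. The alternatives were DESeq2, its size factors in edgeR, 2 other filters, a threshold of 0.05, one fit of all 4 groups, the replicate number as a block, leaving out each library, leaving out genes within 10 Mb of *Wapl* or *Nipbl*, subsets by the order of the *Wapl* alleles in the labels, and other definitions of slope, spread, set test and weight model. A term for the *mt-Nd3* level, the libraries with low *mt-Nd3* alone, a gene length term alone and with the block, the distance to the group mean and a second permutation of the weights were added after seeing the data. A correction for GC content was not run, since no GC content was available. The lists of marker genes cover pituitary, meninges, blood, choroid plexus, progenitors, neuronal maturation, early neurons, glia, microglia and cohesin. Gene Ontology tables and quantitative PCR were not analysed here.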

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

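The tests of the *mt-Nd3* levels by label order, of shared exons, of a common axis and of maturity were chosen only after the result was seen. Of 101 groups of values, 11 held a library far from the others, where 5.05 would be expected by chance.

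*Gh*, the growth hormone gene, stood far above the other libraries of a group in *WT* replicate 2 (2110 normalized counts, next 1.96), in double-heterozygote replicate 6 (820, next 201) and in *Wapl*Δ*/+ replicate 1 (17.2, next 0). The pituitary score, a mean over 9 marker genes on the log2 scale, was also far from the rest in *WT* replicate 2 (0.68, next -2.47) and *Wapl*Δ*/+ replicate 1 (-1.83, next -2.62). *Gh* correlated with the mean of the 8 other pituitary markers (Spearman's rho 0.643 over 21 libraries), and the 3 libraries with over 100 *Gh* counts ranked 1, 2 and 3 by those markers. Averaged over all 21 libraries, none of the 9 markers exceeded 10 CPM; over the *WT* libraries *Gh* averaged 13.4 CPM. A candidate explanation is pituitary tissue in some dissections; no biological explanation was tested, since *WT* replicate 2 shares its genotype with the other *WT* brains. Without *WT* replicate 2, the log2 fold change of *Gh* went from -5.87 to 3.60 in *Nipbl+/-*, from -7.34 to 2.09 in *Wapl*Δ*/+ and from -1.29 to 8.13 in double-heterozygote brains; 16 libraries have 0 to 2 *Gh* counts, so the fitted size of these changes has no meaning.

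*mt-Tl2* was high in double-heterozygote replicate 2 (91.1 normalized counts, next 27.8) and *Prnd* in double-heterozygote replicate 4 (175, next 137). *Gm9839* was low in *WT* replicate 1 (10.8, next 28.0) and high in double-heterozygote replicate 5 (66.3, next 46.1). The blood score was low in *Wapl*Δ*/+ replicate 6 (2.97, next 3.73) and the early neuron score in *Wapl*Δ*/+ replicate 7 (8.02, next 8.16). These 6 values lie in 6 different libraries, a number near the one chance gives, and no explanation was tested for them.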

How the results depend on the processing

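The *mt-Nd3*, gene length and second weight permutation tests were chosen only after the result was seen. Of the values that answer a comparison, 789 kept their direction and side of the threshold or stayed near the value reported, and 131 moved, 3 became weaker and 1 stronger; of values for single genes and sets, 1223 stayed, 110 became weaker, 22 stronger and 37 reversed. For every changed result below, the cause was not tested, except that subsets hold fewer libraries. Planned corrections for GC content with length, alone and with the replicate block, were not run as planned, since no GC content was available; the gene length terms stand in for them.

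DESeq2 gave 1446 *Wapl*Δ*/+ DEGs, 868 shared, 5 in double heterozygotes against *Nipbl+/-*, 626 against *Wapl*Δ*/+, 793 for the interaction, a range of slopes over double heterozygotes of 0.837 and 2 *Pcdhb* calls in *Wapl*Δ*/+. Without a filter there were 645 shared DEGs and 1 *Pcdhb* call in *Wapl*Δ*/+. At an adjusted *P* below 0.05 there were 181 *Wapl*Δ*/+ and 547 double-heterozygote DEGs, 1 against *Nipbl+/-*, 171 against *Wapl*Δ*/+, 100 shared and 8 *Pcdha* calls in double heterozygotes. With all 4 groups in one fit there were 1658 *Nipbl+/-*, 7 *Wapl*Δ*/+ and 602 double-heterozygote DEGs, 576 against *Wapl*Δ*/+ and 4 shared (100.0% in one direction); the slope over *Wapl*Δ*/+-only DEGs was -5.57, the range over samples 0.268, the slope over *Wapl*Δ*/+ DEGs 0.985, and *Pcdha* calls numbered 0 in *Nipbl+/-* and 1 in double heterozygotes. Without genes near *Wapl* or *Nipbl*, 0 genes differed between double heterozygotes and *Nipbl+/-* (1259 unadjusted over all genes).

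Replicate numbers do not pair the embryos: residuals of equally numbered libraries of different groups had median correlations between -0.122 and 0.113 for the pairs of groups, with single pairs from -0.304 to 0.512. With the replicate block there were 1893 *Nipbl+/-*, 1991 *Wapl*Δ*/+ and 535 double-heterozygote DEGs, 59 against *Nipbl+/-* and 813 shared, and 5, 9 and 1 *Pcdha* calls in *Nipbl+/-*, *Wapl*Δ*/+ and double heterozygotes. With the replicate block and gene length the values were 1932, 1843, 505, 34 and 778 (97.8% in one direction), with *Pcdha* calls of 1, 1 and 0 and a *Nipbl* log2 fold change of 0.0484 in *Wapl*Δ*/+. Gene length alone gave 1 *Pcdha* call in *Nipbl+/-* and 0 in double heterozygotes, 7 *Pcdhg* calls in *Nipbl+/-*, and 0.0237 for the log2 fold change of *Nipbl* in *Wapl*Δ*/+.

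With *mt-Nd3* as a term there were 305 *Wapl*Δ*/+ DEGs, 152 shared, 1 against *Nipbl+/-* and 162 against *Wapl*Δ*/+, and *mt-Nd3* itself changed by -0.0484 in *Wapl*Δ*/+ and 0.0524 in double heterozygotes. Low *mt-Nd3* libraries alone gave 1790 *Nipbl+/-*, 17 *Wapl*Δ*/+ and 601 double-heterozygote DEGs, 1 against *Nipbl+/-*, 23 against *Wapl*Δ*/+, 7 shared (100.0% in one direction), slopes of 0.53 over *Nipbl+/-*-only and 0.17 over *Wapl*Δ*/+-only DEGs, a range over samples of 0.196, 0 *Pcdha* calls in *Nipbl+/-* and an *mt-Nd3* change of -1.03 in *Wapl*Δ*/+. *Wapl*Δ*/+ brains whose labels write the deletion second gave 1287 DEGs. Double heterozygotes with the deletion first gave 1790 DEGs and 1 against *Nipbl+/-*; those with it second gave 9 against *Nipbl+/-*, 30 against *Wapl*Δ*/+, 0 *Pcdha* and 8 *Pcdhb* calls, and changes of 1.31 for *mt-Nd3* and 0.29 for *Gh*.

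Over *Wapl*Δ*/+ DEGs the range of slopes over samples was 0.745. The slope for *Nipbl+/-* on separate libraries, a ratio of covariances over 1000 genes called or not, was 1.06. The spread of *Wapl*Δ*/+ libraries was 1.26 times that of *WT* over the 2000 most variable genes (exact permutation *P* = 0.0530) and 1.05 on log2 CPM (exact permutation *P* = 0.140). With the second permutation, the *Nipbl* effect on weight, -0.357 g, had *P* = 0.0833, the smallest this scheme can give, so that the change decides nothing, and the interaction, 0.117 g, *P* = 0.0179 (stronger). Under fry, 1 family was called in *Wapl*Δ*/+, 2 marker lists in double heterozygotes and 0 in *Wapl*Δ*/+; directions reversed in *Nipbl+/-* for Wnt genes (adjusted *P* = 0.850), collagens (0.862), meninges and cohesin (0.915 each) and in double heterozygotes for pituitary (0.993).

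Fits that each left out 1 library ranged from 1742 to 4792 *Nipbl+/-* DEGs (lowest without *Nipbl+/-* replicate 1), 7 to 1534 *Wapl*Δ*/+ DEGs (without *WT* replicate 2 and *Wapl*Δ*/+ replicate 2), 489 to 2481 double-heterozygote DEGs (without double-heterozygote replicates 4 and 5), 0 to 957 for the interaction (highest without double-heterozygote replicate 6), 1 to 2 against *Nipbl+/-*, 170 to 449 against *Wapl*Δ*/+ (without double-heterozygote replicates 1 and 5) and 4 to 756 shared (without *WT* replicate 2 and *Wapl*Δ*/+ replicate 2), with 98.3% to 100.0% in one direction. Slopes ran from -6.01 to 1.641 over *Wapl*Δ*/+-only DEGs and from 0.84 to 1.52 over shared DEGs, rescue slopes from -0.0236 to 1.00 over shared DEGs on the *Wapl*Δ*/+ axis and from 0.37 to 0.98 over *Wapl*Δ*/+ DEGs, with the extreme values without *WT* replicate 1 or 2 except for 1.641 (*WT* replicate 4) and 0.84 (*Nipbl+/-* replicate 3). *Pcdha* calls ran from 0 to 14 in *Nipbl+/-* and from 1 to 14 in double heterozygotes, and *Pcdhb* calls in *Wapl*Δ*/+ from 0 to 2. Log2 fold changes of *Gh* ran from -11.73 to 3.60 in *Nipbl+/-*, -11.72 to 2.09 in *Wapl*Δ*/+ and -3.27 to 8.13 in double heterozygotes, all reversed only without *WT* replicate 2, of *Nipbl* in *Wapl*Δ*/+ from -0.0492 to 0.00899, and of *mt-Nd3* in double heterozygotes from -0.99 to 0.50. Adjusted *P* values of sets with a reversal ran from 0.290 to 0.900 for Wnt and 0.222 to 0.984 for collagens in *Nipbl+/-*, 9.88e-05 to 0.751 for *Pcdhg* in *Nipbl+/-*, 0.0897 to 0.918 for histone enzymes and 0.111 to 0.944 for remodellers in *Wapl*Δ*/+, and 0.0871 to 0.928 for Wnt, 0.0932 to 0.974 for collagens and 0.118 to 0.654 for other matrix genes in double heterozygotes.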

Differences from the paper's values

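The paper used DESeq2. For *Wapl*Δ*/+ brains the paper gives 1427 DEGs and 677 were called here; among the alternatives set before the data were examined, DESeq2 (1446), no filter, the replicate block and leaving out *Wapl*Δ*/+ replicate 2 came within the paper's value, as did *Wapl*Δ*/+ brains whose labels write the deletion second (1287), and the others did not; of settings chosen after seeing the values, the replicate block with gene length did (1843). The paper's 697 up-regulated genes compare with 235 (within it: DESeq2, replicate block, without *Wapl*Δ*/+ replicate 2), its 730 down-regulated with 442 (DESeq2, no filter, without *Wapl*Δ*/+ replicate 2 or 6), and its 1421 under 2-fold with 606 (DESeq2, replicate block, without *Wapl*Δ*/+ replicate 2); the others of the alternatives set before the data were examined did not close these gaps.

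The paper's 851 shared DEGs compare with 403 (within it: DESeq2, no filter, replicate block, without *Wapl*Δ*/+ replicate 2, and also the replicate block with gene length, chosen after seeing the values, 778), its 576 *Wapl*Δ*/+-only DEGs with 274 (DESeq2, without *Nipbl+/-* replicate 1 or *Wapl*Δ*/+ replicate 2) and its 25% of *Nipbl+/-* DEGs with 11.8% (DESeq2, without *Wapl*Δ*/+ replicate 2). Shared DEGs up in both were about 440 in the paper's Fig. 5A, read by eye, and 143 here (within it: DESeq2), and those down in both about 400 in Fig. 5A, read by eye, and 258 here (within it: DESeq2, no filter, replicate block, without *WT* replicate 3, *Nipbl+/-* replicate 3 or *Wapl*Δ*/+ replicate 2, 3 or 6). None of the others of the alternatives set before the data were examined closed these gaps.

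Complete rescue of up-regulation was the paper's 51 *Nipbl+/-* DEGs and 31 here (within it: DESeq2, both other filters, without double-heterozygote replicate 2, 4 or 6). The paper's 1236 rescued *Wapl*Δ*/+ DEGs compare with 626 (DESeq2, no filter, replicate block, without *Wapl*Δ*/+ replicate 2). For *Wapl*Δ*/+ DEGs, complete rescue of up-regulation was the paper's 58 and 12 here and partial rescue the paper's 557 and 205 here (both: DESeq2, replicate block, without *Wapl*Δ*/+ replicate 2), no rescue of up-regulation the paper's 83 and 18 here (DESeq2, without double-heterozygote replicate 5), complete rescue of down-regulation the paper's 34 and 9 here (DESeq2, replicate block, without double-heterozygote replicate 6) and no rescue of down-regulation the paper's 108 and 33 here (DESeq2, no filter, without *Wapl*Δ*/+ replicate 2). The remaining ones of the alternatives set before the data were examined did not come within these values.

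The log2 fold change of *Gh* in *Wapl*Δ*/+ brains was the paper's -26 in Table S7 and -7.34 here, with DESeq2 alone among the alternatives set before the data were examined within it. The paper's adjusted *P* values of 9.65E-39 for *Nipbl* and 7.71E-37 for *Pcdhb17* in *Nipbl+/-* brains compare with 1.95e-07 and 1.12e-07 from edgeR's quasi-likelihood test, with DESeq2, the paper's tool, nearest to them among the alternatives set before the data were examined (2.29e-38 and 1.98e-36), though outside a factor of 1.5, as were all others; the paper's 1.52E-65 for *Wapl* in *Wapl*Δ*/+ brains compares with 4.08e-10, and DESeq2 came within it. The paper's *P* of 0.00932 for the weight of double heterozygotes against *Nipbl+/-* embryos compares with a permutation *P* of 0.288 and its 0.03 without embryos with a flox allele with 0.373; none of the alternatives set before the data were examined closed the first gap, nor did the second permutation, chosen after seeing the values (0.0541), and no alternative was run for the flox-free test; the main permutation shuffles both genotypes together, so it is no sharp test of the *Wapl* deletion within *Nipbl+/-* embryos.

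The paper states that *Pcdhb3* and *Pcdhb17* are dysregulated in *Wapl*Δ*/+ brains; here neither was called (edgeR adjusted *P* = 0.136 and 0.112), and DESeq2 called both. Of the paper's genes in Table S7, 543 were called here and 1397 with DESeq2, with the same direction for 100.0%.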

Other observations

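The tests of shared exons, of *mt-Nd3* by label order, of a common axis, of maturity and of the unadjusted interaction genes were chosen only after the result was seen.

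Other splits of the same libraries were compared with the real one. For *Nipbl+/-* against *WT*, 1 of 56 splits, the real one, gave as many DEGs, and the next gave 6. For *Wapl*Δ*/+ against *WT*, 3 of 100 splits did (up to 1185 DEGs; the split that follows *mt-Nd3* gave 4), for double heterozygotes against *WT* 3 of 100 (up to 2010), and for double heterozygotes against *Wapl*Δ*/+ 3 of 100 (up to 375; the *mt-Nd3* split gave 100). For double heterozygotes against *Nipbl+/-*, 14 of 84 splits gave at least 2 DEGs, so this count is not beyond other groupings. For the interaction, 100 of 100 draws reached the 0 DEGs, as any draw must, which decides nothing. Of its 4221 genes at an unadjusted *P* below 0.05, as many were found in 2 of 100 draws, the real one included (median of the others 1191, highest 4765), which argues against the grouping alone. However, edgeR called no single gene, whereas DESeq2 called 793, and the draws also mix the effects of both genotypes.

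Litter or cross could differ between groups, since the *mt-Nd3* level followed the label order of the *Wapl* alleles in 13 of 13 libraries and crosses of the *WT* and *Nipbl+/-* libraries are not known. Among low *mt-Nd3* libraries alone, *Nipbl+/-* against *WT* still gave 1790 DEGs, which argues against the *mt-Nd3* level as the whole cause there. It cannot decide about litter or cross, since libraries alike in *mt-Nd3* may still differ in them. With *mt-Nd3* as a term, *Wapl*Δ*/+ against *WT* gave 305 DEGs, but the low set alone gave 17, and a part of the *Wapl*Δ*/+ calls stays open. For double heterozygotes the low set alone gave 601 DEGs, which argues against the *mt-Nd3* level as the whole cause of their calls. Litter and cross stay open here too. The high set, which holds 2 double heterozygotes, gave 1 call. Over all genes the effects of the 2 sets had a Pearson's *r* of 0.0119, so a part of the double-heterozygote calls stays open as well. *Wapl* has 7 DEGs among 155 genes within 10 Mb (Fisher's exact *P* = 0.0885, adjusted 0.0885 over 2 tests), which argues against alleles linked to the targeted locus as the source of most calls; near *Nipbl* there were 18 of 79 (*P* = 0.00335, adjusted 0.00671). With a gene length trend removed, *Nipbl+/-* brains gave 3149 DEGs. Lower genes were longer, with a median span of 69.5 kb against 16.6 kb for higher genes in *Nipbl+/-* brains (Spearman's rho of fold change and span -0.243; 92.2% of the DEGs have a span).

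Whether the slopes below 1 may come from calling and measuring genes on the same libraries cannot be told apart from rescue here. Separate libraries were used for the 1000 genes with the smallest *P* values, most of them not called in most splits. The mean slope there was 1.06 for *Nipbl+/-* and 0.279 for *Wapl*Δ*/+ brains, with a wide spread over splits. This is a ratio of covariances and no least-squares slope over DEGs, and it does not decide the question. Simulations with the full effect, which called fewer genes than the data did, put 77.4% of *Nipbl+/-* and 79.4% of *Wapl*Δ*/+ DEGs nearer to *WT*. The simulations drew noise for each gene alone, whereas single *Nipbl+/-* libraries kept out of the calling gave 36.1% to 93.1%. The slopes of single heterozygotes kept out of the calling were below 1 as well, in 3 of 3 fits over *Nipbl+/-* DEGs and 13 of 13 over *Wapl*Δ*/+ DEGs, and also in the 7 *Wapl*Δ*/+ draws with too few calls, over 500 genes. Over called genes, in 13 draws, the *Wapl*Δ*/+ libraries kept out and the double heterozygotes were nearer to *WT* at 85.0% and 85.5% of the genes. In the other 7 draws, separated after seeing the data, these shares were 40.9% and 78.4% over 500 genes. For *Nipbl+/-* libraries kept out and double heterozygotes the shares were 63.0% and 79.9% on average.

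The order of the *Wapl* alleles in the labels did not separate the double heterozygotes by slope (exact permutation *P* = 0.867). The maturity of a sample was scored from maturation, glial and progenitor markers. It correlated with the slope among double heterozygotes (n = 6, Pearson's *r* = -0.858, exact permutation *P* = 0.0361, adjusted 0.0361 over 2 groups). The same held among *Wapl*Δ*/+ brains (n = 7, *r* = -0.862, exact permutation *P* = 0.0169, adjusted 0.0337). By rank, Spearman's rho was -0.714 in both groups, with permutation *P* = 0.136 and 0.0881 (adjusted 0.136 in each). Without the 2 most extreme samples *r* was -0.457 for double heterozygotes and -0.922 for *Wapl*Δ*/+ brains, and since the score moves with the same genes as the slope, maturity may be a cause or a part of the same change.

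The shared *WT* libraries do not account for all of the common direction of *Nipbl+/-* and *Wapl*Δ*/+ effects, since the correlation was 0.387 with different *WT* libraries. An axis along which libraries of a group differ held 25.1% of the variance within groups, and with it removed the correlation of the effects fell from 0.639 to 0.215, so a common state of the brains could underlie part of it; genes are not independent replicates. The axis cannot be told apart from a graded effect of the genotypes.

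Progenitor markers rose in *Nipbl+/-* brains (median log2 fold change 0.22) while maturation markers fell, as a less advanced brain could show. The progenitor score of *Nipbl+/-* replicate 2, 5.07, lay within the *WT* range of 5.02 to 5.14, so the rise rests on the other *Nipbl+/-* brains. Its neuronal maturation score, 7.05, was below the lowest *WT* value, 7.08. Under fry the progenitor call was lost (adjusted *P* = 0.344). Meningeal markers that are not matrix genes rose in *Wapl*Δ*/+ brains (median 0.15, 6 of 6 higher), so more meningeal tissue is a candidate explanation for the collagen increase; 10 of the 14 meningeal markers exceed 10 CPM on average over all libraries. The uniform change of *Pcdha* (median correlation between genes 0.995) and *Pcdhg* genes (0.997) may come from reads of shared exons counted at every gene.

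For the remaining marker lists, camera adjusted *P* values were, in *Nipbl+/-*, *Wapl*Δ*/+ and double-heterozygote brains, 0.929, 0.0754 and 0.818 for pituitary, 0.515, 0.0244 and 0.282 for blood, 0.956, 0.0614 and 0.340 for choroid plexus, 0.956, 0.788 and 0.282 for early neurons, and 0.956, 0.446 and 0.0116 for cohesin (median log2 fold change 0.05 in double heterozygotes, 10 of 12 higher, fry adjusted *P* = 0.112). In double heterozygotes, those of meninges, progenitors, maturation, glia and microglia were 0.186, 0.000224, 4.02e-08, 2.52e-09 and 0.00682.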
